# Inhibition of ceramide accumulation in *AdipoR1^–/–^* mice increases photoreceptor survival and improves vision

**DOI:** 10.1172/jci.insight.156301

**Published:** 2022-02-22

**Authors:** Dominik Lewandowski, Andrzej T. Foik, Roman Smidak, Elliot H. Choi, Jianye Zhang, Thanh Hoang, Aleksander Tworak, Susie Suh, Henri Leinonen, Zhiqian Dong, Antonio F.M. Pinto, Emily Tom, Jennings Luu, Joan Lee, Xiuli Ma, Erhard Bieberich, Seth Blackshaw, Alan Saghatelian, David C. Lyon, Dorota Skowronska-Krawczyk, Marcin Tabaka, Krzysztof Palczewski

**Keywords:** Ophthalmology, Drug therapy

## Abstract

Adiponectin receptor 1 (ADIPOR1) is a lipid and glucose metabolism regulator that possesses intrinsic ceramidase activity. Mutations of the *ADIPOR1* gene have been associated with nonsyndromic and syndromic retinitis pigmentosa. Here, we show that the absence of *AdipoR1* in mice leads to progressive photoreceptor degeneration, significant reduction of electroretinogram amplitudes, decreased retinoid content in the retina, and reduced cone opsin expression. Single-cell RNA-Seq results indicate that *ADIPOR1* encoded the most abundantly expressed ceramidase in mice and one of the 2 most highly expressed ceramidases in the human retina, next to acid ceramidase *ASAH1*. We discovered an accumulation of ceramides in the *AdipoR1^–/–^* retina, likely due to insufficient ceramidase activity for healthy retina function, resulting in photoreceptor death. Combined treatment with desipramine/L-cycloserine (DC) lowered ceramide levels and exerted a protective effect on photoreceptors in *AdipoR1^–/–^* mice. Moreover, we observed improvement in cone-mediated retinal function in the DC-treated animals. Lastly, we found that prolonged DC treatment corrected the electrical responses of the primary visual cortex to visual stimuli, approaching near-normal levels for some parameters. These results highlight the importance of ADIPOR1 ceramidase in the retina and show that pharmacological inhibition of ceramide generation can provide a therapeutic strategy for *ADIPOR1-*related retinopathy.

## Introduction

*ADIPOR1* encodes the 7-transmembrane adiponectin receptor 1 (ADIPOR1), which mediates metabolic actions of adiponectin, such as insulin-sensitizing, antiinflammatory, and antiapoptotic functions (1). ADIPOR1 is engaged in lipid and glucose metabolism by activating AMPK pathways (2, 3). ADIPOR1 was also shown to regulate membrane viscosity in an adiponectin-independent manner (4). Although the *ADIPOR1* gene is ubiquitously expressed in multiple organs, the highest ADIPOR1 protein levels are found in the eye and brain, suggesting its critical importance in these neural tissues (5), and *ADIPOR1* expression is enriched in photoreceptors relative to other retinal cell types (6). In fact, *ADIPOR1* is one of many genes implicated in retinal degeneration. Rice and colleagues have shown that *AdipoR1* is essential for healthy retinal function, where it preferentially promotes accumulation of docosahexaenoic acid (DHA) over other essential fatty acids in the retina, supporting selective enrichment of DHA in the photoreceptor cells in mice (7). Mutations of *ADIPOR1* in humans have been associated with nonsyndromic retinitis pigmentosa (RP) and syndromic RP combined with intellectual disability (8, 9). Furthermore, SNP in *ADIPOR1* was identified as a genetic risk factor for advanced age-related macular degeneration (AMD) in the Finnish population (10). ADIPOR1 was also demonstrated to possess intrinsic ceramidase activity, which can be further stimulated upon binding adiponectin (1, 11). Nevertheless, adiponectin-KO mice did not show retinal degeneration, suggesting that essential functions of ADIPOR1 in the eye are independent of adiponectin (7).

Ceramides are sphingolipids essential for eukaryotic cell membrane stability and act as potent signaling molecules in inflammation, cell cycle arrest, cell death, and heat shock response pathways. Imbalance in the ceramide profiles and elevated levels of ceramides have been found in diseases such as cancer, Alzheimer’s disease, type 2 diabetes, multiple sclerosis, cardiovascular disease, and nonalcoholic fatty liver disease; for this reason, they have recently been proposed as promising biomarker candidates (12–14). Ceramide dyshomeostasis is detrimental for the retina, increasing inflammatory events and unsettling the balance of cell death or survival (15, 16).

In this study, we discovered that ADIPOR1 is the most abundantly expressed ceramidase in the mouse eye, and its ablation in *AdipoR1-*KO mice leads to insufficient ceramidase activity for healthy retina function, resulting in ceramide accumulation and photoreceptor degeneration. We also devised a pharmacological treatment to alleviate the detrimental effects of ceramide accumulation in the retina to preserve the structure and function of this light-sensitive tissue.

## Results

### Structural and functional characterization of the retina of AdipoR1^–/–^ mice.

We first evaluated the structure of the retina in *AdipoR1^–/–^* mice. Optical coherence tomography (OCT) of the retina of *AdipoR1^–/–^* mice ranging from 1 to 4 months of age revealed gradual thinning of the outer nuclear layer (ONL). In 1-month-old *AdipoR1^–/–^* mice, there was about a 33% decrease in ONL thickness compared with WT. With age, thinning of the ONL in the KO mice progressed to ~28 μm in 2-month-old (52% decrease), ~22 μm in 3-month-old (63% decrease), and ~20 μm (66% decrease) in 4-month-old mice (Figure 1, A and B).

The OCT results were confirmed by histology, which showed progressive photoreceptor degeneration. In WT 1- to 4-month-old animals, the number of nuclei in the ONL calculated at 500–1000 μm from the optic nerve was stable and averaged about 11–12 nuclei. In contrast, in *AdipoR1^–/–^* mice, the number of ONL nuclei was significantly decreased to 7–8 in 1-month-old animals, and around 6, 5, and 4 in 2-, 3-, and 4-month-old KO mice, respectively (Figure 1, C and D). In 12-month-old *AdipoR1^–/–^* mice, only 1 row of photoreceptor nuclei remained (Figure 1C). Moreover, the histologic data reveal gradual shortening of the photoreceptor inner and outer segments in *AdipoR1^–/–^* mice, further reflecting photoreceptor structural degeneration (Figure 1C).

To evaluate the physiological function of the retina, we performed electroretinography (ERG) recordings in 1- to 4-month-old *AdipoR1^–/–^* and WT mice. Scotopic responses from rods and cones of dark-adapted animals showed a severe attenuation in a-wave amplitudes in KO mice, indicating low to almost no response from photoreceptors in all age groups of KO animals (Figure 2A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156301DS1). Scotopic ERG recordings of the b-wave amplitudes (arising primarily from depolarizing bipolar cells) also showed significant differences between 1-month-old *AdipoR1*-KO and WT mice (Figure 2A). For 2-, 3-, and 4-month-old *AdipoR1^–/–^* mice, there were significant differences at higher light intensities when compared with WT (Supplemental Figure 1B). Photopic a-wave amplitudes were also significantly reduced, showing impaired cone functions in all age groups (Figure 2B and Supplemental Figure 1C). The cone responses were already considerably weaker at the highest light intensities in 1-month-old *AdipoR1^–/–^* mice. The responses continued to decrease with age so that the 4-month-old KO mice displayed very weak responses to all light intensities (Supplemental Figure 1C). Examination of photopic b-wave amplitudes showed a significant decrease only with 1-month-old KO mice at the highest light intensity stimulus (Figure 2B and Supplemental Figure 1D).

To evaluate the visual cycle activity in *AdipoR1^–/–^* mice, retinoid levels were quantified in the eyes of dark-adapted animals. HPLC analysis indicated that 11-*cis*-retinal contents gradually decreased as the *AdipoR1^–/–^* mice aged and were approximately 3- to 5-fold lower in the KO mice between 1- and 4-months-old compared with WT (Figure 2C). Retinyl ester levels were not significantly different in 1-month-old *AdipoR1^–/–^* versus WT mice, but the levels were decreased about 3- to 4-fold in 2-, 3-, and 4-month-old KO mice (Figure 2C and Supplemental Figure 3A). These results indicate that the retinoid visual cycle is severely impaired in *AdipoR1^–/–^* mice for all 4 age groups.

Moreover, to explore further changes in the retinoid cycle in the absence of its key elements, we profiled retinoids in the *AdipoR1^–/–^ Rpe65^–/–^* and *AdipoR1^–/–^ Abca4^–/–^* mice (Supplemental Figure 3A). The retinyl ester analysis showed no differences in *AdipoR1^–/–^ Rpe65^–/–^* and *AdipoR1^–/–^ Abca4^–/–^* mice when compared with *AdipoR1^–/–^* mice; and 11-*cis*-retinal was at the same level in *AdipoR1^–/–^* and *AdipoR1^–/–^ Abca4^–/–^* mice, but as expected, it was not detected in *AdipoR1^–/–^ Rpe65^–/–^* double KO mice.

To examine whether the lack of ADIPOR1 results in an accumulation of toxic metabolites coming from the retinoid cycle, we additionally evaluated *bis*-retinoid A2E (N-retinylidene-N-retinylethanolamine) levels in mice with different genotypes. A2E quantity was similar in *AdipoR1^–/–^ Abca4^–/–^* mice compared with WT and below the detection limit in *AdipoR1^–/–^ Rpe65^–/–^* mice. For all of the examined genotypes, A2E was much lower than reported for *Abca4^–/–^ Rdh8^–/–^* mice, which typically accumulate large amounts of A2E in their retinal pigment epithelium (RPE) cells (Supplemental Figure 3B) (17). This result suggests that the lack of the *AdipoR1* gene does not affect the clearance of all-*trans*-retinal.

To investigate if cone opsin expression is affected by *AdipoR1* KO, the whole retina was flat-mounted and stained with S-opsin and M-opsin Abs. Both S-cone and M-cone opsins were detected in the retina of 1-month-old KO mice, and their distribution within all 4 retinal quadrants was similar to WT. However, a decrease in both S-opsin and M-opsin expression was observed at higher magnification in the ventral/nasal quadrant (Figure 3A) compared with the age-matched WT retinas. The diminished opsin-positive punctate fluorescence indicated reduced S/M-opsin expression and suggested that degeneration of cone outer segments occurred already in 1-month-old *AdipoR1^–/–^* mice.

### ADIPOR1 localizes predominantly on the RPE apical processes and photoreceptor tips interface.

To determine the expression levels and localization of the ADIPOR1 protein in the mouse retinas, we stained albino mouse-eye cryosections from 1-month-old WT mice with ADIPOR1 Ab. *AdipoR1*-KO mice were used as a negative control for the Ab specificity. ADIPOR1 was present in the whole retina, but its strongest signal was noticed at the interface between the RPE apical microvilli and the distal part of the photoreceptor outer segments, rather than the basal or middle sections of the outer segments (Figure 3B). This position was confirmed by colocalization (merged image) of the red-stained ADIPOR1 protein with the green-stained cone outer segment tips labeled with peanut agglutinin (PNA) (Figure 3B, upper right). Also, the basolateral RPE membranes or membranes inside the RPE cell showed a much weaker signal for ADIPOR1 than the apical processes. The lowest ADIPOR1 content was noticed in the ONL and inner nuclear layer (INL) (Figure 3B). A very weak to no signal was observed in the retinas of *AdipoR1^–/–^* mice, or in the retinas of *AdipoR1^+/+^* mice stained with the secondary Ab only. Rhodopsin staining was performed to show the preserved interface between rods and the RPE (Figure 3B, inset).

To evaluate the level of ADIPOR1 protein in the RPE cells and the whole neural retina, we performed Western blots (Figure 3C). The analysis showed that ADIPOR1 protein is present in both the retina and RPE cells (Figure 3C). However, the RPE cells had over 27-fold higher ADIPOR1 protein content than the neural retina, as indicated by quantification of band intensities, normalized to α-tubulin (Figure 3, D and E). The specificity of the Ab was confirmed by undetectable immunoreaction for ADIPOR1 protein in the KO animals.

### Microglia/macrophages infiltrate to the subretinal space in AdipoR1^–/–^ mouse eyes.

To further assess changes in the degenerating retina, we performed scanning laser ophthalmoscopy (SLO). In vivo SLO examination revealed accumulation of autofluorescent spots in the eye fundus of 1-month-old *AdipoR1^–/–^* mice (Figure 4A). This accumulation became more evident as the photoreceptor degeneration progressed in 2-, 3-, and 4-month-old KO mice (Figure 4A). These autofluorescent signals have been interpreted previously to indicate phagocytosing microglia/macrophages, which are a sign of ongoing inflammation in mouse models of retinal degeneration (18–20). To detect if microglia/macrophage cells infiltrate subretinal space, an immune-privileged site in a healthy retina, we stained RPE flatmounts from 20-day, 7-week, and 13-month-old *AdipoR1^–/–^* mice with an anti-Iba1 Ab (Figure 4B). Iba1^+^ staining revealed microglia/macrophage cells attached to the RPE layer, already in 20-day-old *AdipoR1^–/–^* mice (Figure 4, B and C), suggesting that the inflammatory events started before the onset of photoreceptor degeneration, previously demonstrated to occur after P20 (7). By 7 weeks of age, massive infiltration of microglia/macrophage cells to the subretinal space was detected (Figure 4B, bottom center), which correlated with the increasing number of autofluorescent spots observed with SLO. In 13-month-old *AdipoR1^–/–^* mice, with approximately 1 row of photoreceptors remaining (Figure 1B), the number of microglia/macrophage cells decreased (Figure 4B, bottom right). In contrast, in the RPE of age-matched WT mice, microglia/macrophages either were not found or were detected as sparsely distributed single cells within the area of 0–2000 μm from the optic nerve (Figure 4B, top panels). Together, these findings confirm an early immune response in the subretinal space of *AdipoR1^–/–^* mice. Higher magnification of the RPE flatmounts showed microglia/macrophages residing in the apical RPE (Figure 4C). Moreover, the formation of numerous pores between RPE cells indicated epithelial barrier breakdown in 7-week-old *AdipoR1^–/–^* mice (Figure 4C, right panels), which most likely allows inflammatory cell traffic from the choroid to the subretinal space (21, 22). Furthermore, we observed the loss of regular hexagonal cellular boundaries in phalloidin-stained flatmounts, as well as enlarged RPE cell dimensions, indicating RPE degeneration already in 20-day-old KO mice. These pathological changes were then much more visible in 7-week-old KO mice. Additionally, in 20-day-old and 7-week-old KO mice, we noticed that the F-actin density from the tight junctions and RPE microvilli was thinner and less abundant than in WT.

### Ceramides accumulate in the retina and RPE of AdipoR1^–/–^ mice.

ADIPOR1 protein possesses an intrinsic ceramidase activity (11). Therefore, we quantified ceramides in the retinas and RPE eyecups of KO and WT animals to determine whether ceramide levels were altered in the *AdipoR1^–/–^* mice due to insufficient ceramidase activity in these tissues.

Liquid chromatography–mass spectrometry (LC-MS) analysis revealed that, in 4-week-old *AdipoR1*-KO mice, there was an accumulation of ceramides in both retina and RPE (Figure 5, A–C). In the retinas, there were 1.6- to 2.0-fold increases of 4 ceramides; namely, C20 (d18:1/20:0), C22 (d18:1/22:0), C24 (d18:1/24:0), and C24:1 (d18:1/24:1), as well as dihydroceramide C24 (d18:0/24:0) (Figure 5, A and B). There was also a decrease of 1 sphingadienine-based ceramide C16 (d18:2/16:0) (Figure 5B). Most of the ceramide species in the RPE eyecups were elevated, but the highest (~2.4-fold) increase was observed for ceramides C24:1 and C24:2 (d18:1/24:2) (Figure 5C). For the other ceramides C16 (d18:1/16:0), C18 (d18:1/18:0), C22, and C24, along with the sphingadienine-based ceramide C24 (d18:2/24:0), there were 1.7- to 1.8-fold increases when compared with WT. The C22, C24, and C24:1 ceramide species were elevated in both neural retina and RPE eyecup samples.

A second, independent LC-MS analysis of ceramides in 5-week-old *AdipoR1^–/–^* mice further demonstrated their accumulation in the retina and RPE eyecup. Among retinal ceramides, there was a 2.5-fold increase of C20, a 4.1-fold increase of C24:1, and 7.1- and 7.4-fold increases of C24 and C22, respectively (Supplemental Figure 2A). In the RPE eyecup, there was a ~2-fold increase of C22 and C24, and a 1.7-fold increase of sphingadienine-based ceramides C20 (d18:2/20:0) and C22 (d18:2/22:0) (Supplemental Figure 2B). In the RPE eyecup, we also noticed 2.1- to 3.1‑fold increases of some monohexosylceramides species — namely, HexC16 (d18:1/16:0), HexC18 (d18:1/18:0), HexC20 (d18:1/20:0), HexC24 (d18:1/24:0), and sphingadienine-based HexC20 (d18:2/20:0) (Supplemental Figure 2B).

To examine the localization of the accumulated ceramides, we probed the RPE eyecup, retinal flatmounts, and retinal cross-sections from 1-month-old *AdipoR1^–/–^* mice with an anti-ceramide Ab. On the retina flatmounts, the results were not conclusive, but on the RPE flatmounts, we found some organelles, plausibly phagolysosomes (23, 24), stained in an anti-ceramide Ab–specific manner (Figure 5D). There were significantly more ceramide-enriched organelles in *AdipoR1^–/–^* RPE cells, which also were larger-sized than WT RPE cells. On the retinal cross-sections, we noticed increased signals in the RPE cell body and intense Ab staining in the Bruch’s membrane side, suggesting ceramide accumulation on the RPE basal side/Bruch’s membrane in 1-month-old *AdipoR1^–/–^* mice (Figure 5E). Additionally, we observed high-intensity signals in the ganglion cell layer.

### ADIPOR1 has intrinsic ceramidase activity, which can be stimulated by adiponectin and complement component 1q (C1Q).

The lack of the *ADIPOR1* gene could result in insufficient ceramidase activity in the retinal tissues. To test this hypothesis, we prepared eye lysates from *AdipoR1^–/–^* and *AdipoR1^+/+^* mice and challenged them with ceramides C2 (d18:1/2:0), C18 (d18:1/18:0), or C24:1 (d18:1/24:1) (Figure 5F). We detected ceramidase activity in eye lysates derived from *AdipoR1^+/+^* and *AdipoR1^–/–^* mice, although the latter generated 19.7% and 21.6% less sphingosine from C18 and C24:1, respectively, which indicates decreased ceramidase activity in the eyes of the *AdipoR1^–/–^* mice. There was no difference in sphingosine production when using C2 as a substrate, implying that ADIPOR1 hydrolyzes ceramides with longer 18- and 24-carbon fatty acyl chains rather than the short ones.

Next, we specifically wanted to confirm that ADIPOR1 possesses ceramidase activity, using pure recombinant protein expressed in mammalian cells. Furthermore, we investigated if it is possible to eliminate the activity by mutating the conserved histidine residues (H191, H337, H341) that coordinate zinc in the putative catalytic site (11). We designed a mutant containing 2 alanine residues substituted for His residues, namely H191A and H337A, since Holland and colleagues have previously shown that mutating H191 alone was not sufficient to terminate the activity — only to reduce it by roughly 33% (1). We produced in mammalian cells and isolated both proteins, WT ADIPOR1 and the H191A,H337A-mutant. Due to the quickly decaying enzymatic activity of purified receptors, we isolated both proteins within ~12 hours and set up enzymatic assays immediately after purification to retain the maximum ceramidase activity. Additionally, we noticed that FLAG peptides present in the preparations after elution had a positive effect on preserving the activity, possibly due to a stabilizing effect on the receptors. We observed potent ceramidase activity of the WT ADIPOR1, which hydrolyzed both C18 and C24:1, although hydrolysis of C24:1 was less effective (Figure 5G and Supplemental Figure 9). We also found that the H191A,H337A-mutant had 3.4-fold and 2.3-fold lower activity than WT ADIPOR1 when tested with C18 and C24:1, respectively (Figure 5G and Supplemental Figure 9). However, the remaining activity might also come from other copurified ceramidases plausibly present in the preparation of the H191A,H337A-mutant, which contained some residual impurities in contrast to the highly pure WT ADIPOR1 (Figure 5H).

Moreover, since adiponectin was shown to stimulate the ADIPOR1/2 ceramidase activity, we further investigated if other proteins containing a trimeric C1q globular domain analogous to adiponectin could exert similar effects (1, 11). Therefore, in addition to adiponectin, we investigated the effect of high-molecular-weight (HMW) fractions of C1QTNF5 and C1Q on ADIPOR1 ceramidase activity. Our results demonstrated that adiponectin and C1Q increased the ADIPOR1 activity toward C18 hydrolysis by 24.7% and 34.4%, respectively, while C1QTNF5 did not show significant stimulation (Figure 5G). When C24:1 was used as a substrate, adiponectin increased activity by 21.8% and C1Q by 23.9% (Supplemental Figure 9). None of these C1Q proteins significantly enhanced the activity of the H191A,H337A-mutant toward C18 or C24:1, suggesting that histidine mutations impair not only the intrinsic ceramidase activity, but plausibly also affect the ADIPOR1 capacity for being stimulated by agonists. Interestingly, ADIPOR1 had 3.5-fold more sphingosine bound than did the H191A,H337A-mutant, indicating that the mutant has a lower capacity for binding/retaining sphingosine.

### AdipoR1 expression profile in the mouse and human retina.

To examine the expression pattern of *ADIPOR1*, *ADIPOR2,* and other genes involved in ceramide metabolism in different retinal cell types and the RPE, we performed single-cell RNA-Seq (scRNA-Seq) analysis of ocular cells originating from humans and mice. To visualize clusters corresponding to distinct cell types, the data were analyzed with the t-distributed stochastic neighbor embedding (t-SNE) algorithm (Supplemental Figure 4, A and C). For both humans and mice, *ADIPOR1* was expressed in all retinal cell types, and as expected, its expression was markedly higher than that of *ADIPOR2*, which showed minimal expression levels in both species except for endothelial cells in humans (Supplemental Figure 4, B and D). In human cells, expression levels of *ADIPOR1* appeared in the following order: highest in the cones, followed by rods, and then relatively lower in all other cell types, including RPE (Supplemental Figure 4B). The highest *ADIPOR1* expression in mouse cells was observed in rods, followed by RPE cells. *ADIPOR1* was the most highly expressed ceramide hydrolase in mice and one of the 2 most highly expressed ceramidases in humans, next to acid ceramidase *ASAH1* (Supplemental Figure 4, B and D).

### RNA-Seq analysis of the retina and RPE from AdipoR1^–/–^ mice.

To investigate how the lack of *AdipoR1* affects gene expression profiles, we performed a bulk RNA-Seq analysis of the retina and RPE from *AdipoR1^–/–^* and WT mice at P30. 

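For this experiment, retina and RPE libraries were sequenced from WT and AdipoR1–/– (KO) mice at P30, with n = 4 libraries per genotype and tissue. The authors deposited a table for each tissue with the number of reads counted on each of 53801 genes in each library, without normalization. The aligner, the counting program and the genome build are not given in the sources used here. Total counts per retina library were between 27443445 and 30443894 in WT mice (median 29649656) and between 22734843 and 35118164 in KO mice (median 30399001). Total counts per RPE library were between 20133143 and 38409496 in WT mice (median 35994098) and between 25218270 and 27767074 in KO mice (median 25729958), so that the WT RPE libraries varied the most in depth. From these counts, KO and WT libraries were compared within each tissue by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's default filter on low counts. A gene was taken as a DEG at an adjusted p below 0.05 and a fold change of at least 1.5, the thresholds that the paper gives. The normalization, the filter and the way the spread between libraries is estimated can each change the number of DEGs. Simulated data showed how the spread limits the calls: of 200 genes changed 2-fold, 97% were recovered at the depth and spread of the retina libraries and 51% at those of the RPE libraries. The targeted gene was examined first. Adipor1 (ENSMUSG00000026457, on chromosome 1) had 600.4 ± 8.09 CPM (SD, n = 4) in WT retina and 138.6 ± 2.46 CPM in KO retina, a log2 fold change of -2.11 (standard error 0.039, adjusted p = 4.6e-13 from edgeR's quasi-likelihood test). In the RPE, the values were 409.1 ± 48.7 CPM in WT mice and 145.5 ± 5.80 CPM in KO mice, a log2 fold change of -1.49 (standard error 0.091, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test). Every KO library lay below every WT library in both tissues. The tables give a single value per gene, so the source of the counts left in KO mice was not examined.

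**Figure D1:**
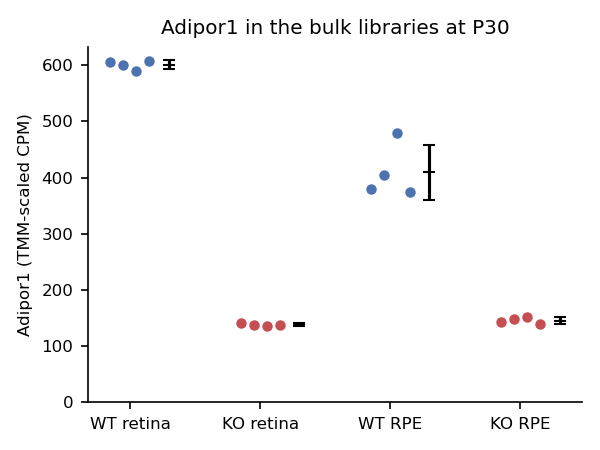
Adipor1 expression in each bulk library at P30, in CPM after TMM scaling, with WT libraries in blue and KO libraries in red. Each point is a library, and the black bar gives the mean with its SD (n = 4). The KO libraries sit near 138.6 CPM in the retina and 145.5 CPM in the RPE.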

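Among the 19381 genes tested in the retina, 1946 were DEGs between KO and WT mice at P30 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1357 (69.7%) were higher and 589 (30.3%) were lower in KO mice. The number moved most when no minimum fold change was required, which gave 5990 genes. When libraries were scaled by their totals alone, without TMM, the split moved to 1802 higher (82.2%) and 390 lower, and the median log2 fold change over all genes was 0.11 in place of 0.004. Edn2 had the smallest adjusted p, rising from 3.07 ± 0.50 CPM (SD, n = 4) in WT retina to 351.5 ± 19.7 CPM in KO retina, a log2 fold change of 6.83 (standard error 0.081, adjusted p = 8.8e-15 from edgeR's quasi-likelihood test). The other largest rises among genes whose KO values all lay above the WT values were in Ccdc194 (log2 fold change 8.73), Fgf2os (6.69), Bcl3 (6.38) and Cst7 (6.30), of which Ccdc194 and Cst7 had only 0.017 and 0.027 CPM in WT retina, so that their fold changes are imprecise (standard errors 0.35 and 0.35). Fgf2os is named for the strand opposite Fgf2, and whether the counting used the strand is not given in the sources used here, so its reads are uncertain. The largest falls were in Glb1l3 (-4.36), Gm4065 (-3.46), Gm14091 (-3.03), Gm16055 (-3.01) and Tmem150b (-2.91). Abca4 fell from 1791 ± 65.2 CPM to 1083 ± 46.6 CPM (log2 fold change -0.73, adjusted p = 6.3e-07 from edgeR's quasi-likelihood test).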

In the retina, we found 1582 differentially expressed genes (DEGs; fold change ≥ 1.5, FDR < 5%), of which 1292 (81.7%) were upregulated and 290 (18.3%) were downregulated. In the RPE, we found 1746 DEGs, of which 712 (40.8%) were upregulated and 1034 (59.2%) were downregulated. 

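Of the 18989 genes tested in the RPE, 944 were DEGs by edgeR's quasi-likelihood test, with 383 (40.6%) higher and 561 (59.4%) lower in KO mice. This number depended on single libraries more than in the retina. Without WT replicate 1 it was 1677, and the split turned to 1076 higher (64.2%) and 601 lower, while without KO replicate 4 it was 563 and without KO replicate 2 it was 588. The largest rises were in Nup62cl, from 0.36 ± 0.077 CPM (SD, n = 4) in WT to 34.2 ± 3.62 CPM in KO RPE (log2 fold change 6.59, standard error 0.17, adjusted p = 3.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in Cfi (log2 fold change 5.43), Edn2 (5.28), Fgf2os (5.08) and Gm34280 (4.83). The largest falls were in Serpine3 (-4.47), Igfbp1 (-4.19), Afp (-4.13), Gc (-3.97) and Kng1 (-3.76). Rpe65 fell from 4070 ± 889 CPM to 2128 ± 32.9 CPM, a log2 fold change of -0.94 (standard error 0.17, adjusted p = 0.016 from edgeR's quasi-likelihood test).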

Over 10% more DEGs were found in the RPE than in the retina, and ~3.6-fold more DEGs were downregulated in the RPE, while ~1.5-fold more DEGs were upregulated in the retina. 

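With each tissue fitted alone, the RPE had 0.485 times as many DEGs as the retina. The RPE had 0.952 times as many downregulated DEGs as the retina, and the retina had 3.54 times as many upregulated DEGs as the RPE. These ratios changed when both tissues were put in a single fit, where 21068 genes passed the filter. With each tissue fitted alone, other low count filters did not bring the RPE above the retina. The RPE had 0.379 times as many DEGs as the retina without a filter. With at least 10 counts required in every library it had 0.473 times as many. The filter of the single fit and its shared estimate of the spread were not tested apart. With the retina and RPE libraries in a single edgeR fit, the retina had 1406 DEGs (1124 higher and 282 lower in KO mice) and the RPE had 1571 (727 higher and 844 lower), which are ratios of 1.12 for all DEGs, 2.99 for downregulated and 1.55 for upregulated DEGs. In that fit the common biological coefficient of variation was 0.229, against 0.092 for the retina alone and 0.295 for the RPE alone. The single fit thus took the common spread as larger than in the retina alone and smaller than in the RPE alone. Single libraries moved the ratios too. Without WT replicate 1 the RPE had 0.92 times as many DEGs as the retina, and the retina had 1.18 times as many upregulated DEGs as the RPE. The RPE had 0.294 times as many DEGs as the retina without KO replicate 4, 0.305 without KO replicate 2 and 0.315 without KO replicate 1. For downregulated DEGs this ratio was 0.624, 0.531 and 0.62 in the same order, and the retina had 6.09, 5.13 and 5.49 times as many upregulated DEGs. The plot of DEGs by processing choice shows both tissues.

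**Figure D2:**
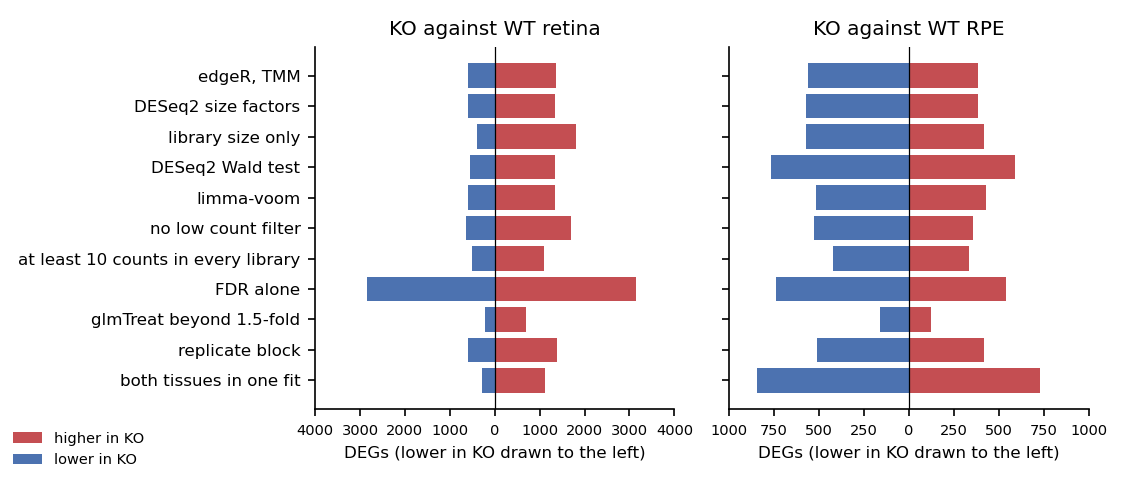
Number of DEGs between KO and WT mice in the retina and the RPE under each processing choice, with genes higher in KO mice in red to the right and genes lower in KO mice in blue to the left. The horizontal axes are counts of genes and differ between the panels. The joint fit of both tissues gives 1406 DEGs in the retina and 1571 in the RPE.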

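The difference between the tissues was tested itself, as the interaction of genotype and tissue over all bulk libraries. Like the single fit of both tissues, this test shares its estimate of the spread between tissues whose spreads differ. Of 21068 genes, 1863 had a genotype effect that differed between the tissues by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 656 had a higher and 1207 a lower KO effect in the RPE than in the retina. Leaving out single replicates gave between 1183 genes (without KO replicate 1) and 2093, and 1190 without KO replicate 2. Of the 17468 genes tested in both tissues, 1727 were among these genes, and the absolute log2 fold change was the larger in the RPE for 892 and in the retina for 835. The median absolute log2 fold change over all 17468 genes was 0.173 in the RPE and 0.148 in the retina, where the larger spread between RPE libraries adds to the former. There were 218 DEGs in both tissues, of which 159 rose in both, against 23.6 expected by chance, and 25 fell in both, against 10.2 expected. Neural retina carried over into RPE samples could also add to this overlap, and that part was not separated. The paper compares the tissues by their numbers of DEGs.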

Overall, these results indicate that gene expression patterns were more affected in the RPE compared with the neural retina of *AdipoR1^–/–^* mice.

A hierarchical clustering heatmap was generated to represent the up- and downregulated genes in the retina and RPE (Figure 6, A and B). Subsequently, all DEGs were used in gene ontology (GO) and pathway analyses. 

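The genes behind these processes were examined as lists, since the enrichment databases were not used here. Each list was tested with camera, with a preset correlation of 0.01 between genes, and p-values were adjusted over the lists within a tissue. In KO retina, all 44 microglia and phagocyte genes were higher, with a median log2 fold change of 2.06 (adjusted p = 2.5e-29 from limma's camera), and 43 of them were DEGs. The median was 1.55 for 20 genes of MHC class I antigen presentation (adjusted p = 1.2e-18 from camera), 1.52 for 36 genes of the cytokine and interferon response (9.2e-29) and 3.04 for 24 reactive gliosis genes (3.3e-26). In KO RPE, the same lists rose by less, with medians of 0.94 for microglia and phagocytes (adjusted p = 2.3e-24 from camera), 0.67 for MHC class I (8.6e-10), 0.57 for cytokines (1.3e-12) and 0.93 for gliosis (7.1e-12). The number of genes past an adjusted p of 0.05 in the RPE was 22 of 44 for microglia over all genes tested and 31 adjusted over the list alone, 3 and 13 of 20 for MHC class I, 12 and 14 of 37 for cytokines, and 11 and 13 of 23 for gliosis. In the retina these numbers were 43 and 43, 19 and 19, 35 and 36, and 22 and 22, also adjusted over all genes and adjusted over the list alone. Each of these 8 calls held under fry. With an estimated correlation the 4 retina calls held and the 4 RPE calls did not, with adjusted p between 0.33 and 0.38. The rise was larger in the retina than in the RPE for each list when the difference was tested (camera on the interaction, adjusted p between 6.6e-14 and 4.0e-05). C1qa rose from 4.58 ± 0.14 CPM (SD, n = 4) to 29.4 ± 3.33 CPM in the retina, a log2 fold change of 2.68, and from 10.5 ± 2.86 to 47.6 ± 7.33 CPM in the RPE, a log2 fold change of 2.18. Stat3 rose by a log2 fold change of 1.93 in the retina and 1.31 in the RPE, and Socs3 by 3.16 and 2.41. Aif1, which encodes IBA1, rose by 2.41 and 1.32 from WT means of 0.45 CPM in the retina and 1.07 CPM in the RPE. Genes of MHC class I share near-identical sequence, so their counts may be divided among copies. What part of the rises in the RPE came with neural retina carried over into RPE samples was not tested.

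**Figure D3:**
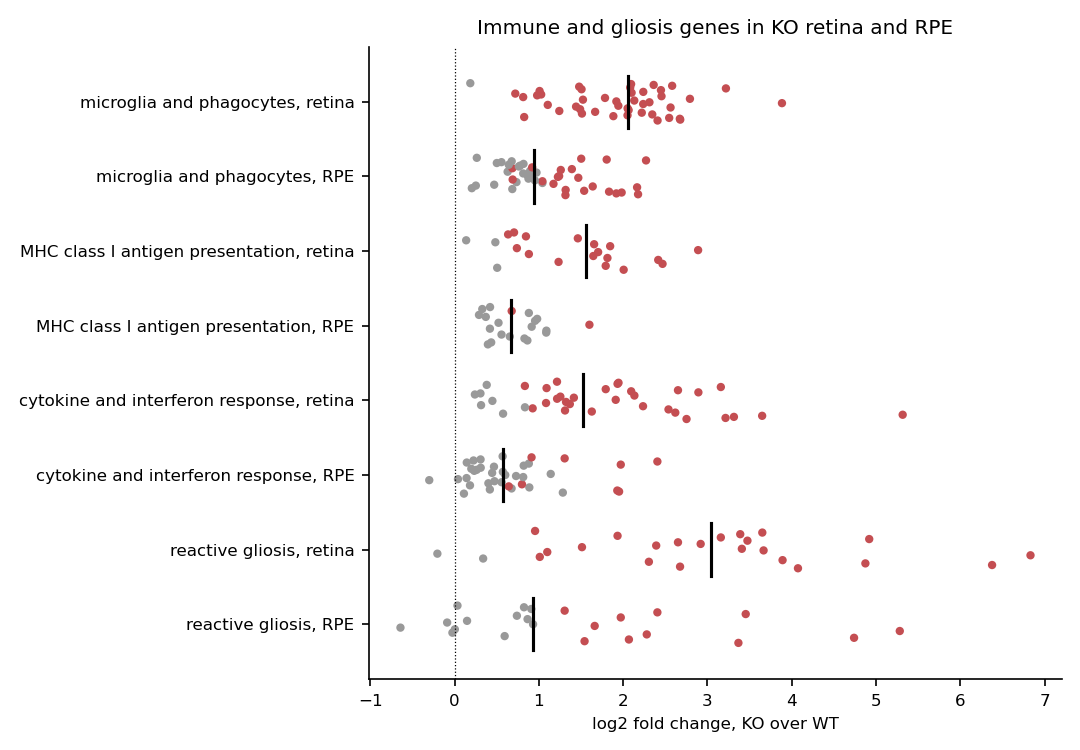
Log2 fold changes, KO over WT, of the members of the immune and gliosis lists in the retina and the RPE at P30. Each point is a gene, red where it is an upregulated DEG and grey where it is no DEG, and black bars are list medians, which run from 3.04 for gliosis in the retina to 0.57 for cytokines in the RPE.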

The upregulated DEGs in *AdipoR1^–/–^* mice were involved in various biological processes, most of which were common for both retina and RPE, such as immune system processes, response to stress and cytokines, and activation of leukocytes (Figure 6, C–E), and pathways related to microglia activation and phagocytosis were also shared among retina and RPE (Figure 6, F–H).

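Genes of nuclear division and genes of mitochondrial and peroxisomal fission were examined apart. In KO RPE, 56 of 59 nuclear division genes were higher, with a median log2 fold change of 1.04 (adjusted p = 1.1e-17 from limma's camera); 19 were DEGs, and 43 passed when adjusted over the list alone. The 35 mitochondrial and peroxisomal fission genes had a median of -0.04 (adjusted p = 0.98 from camera), with 14 higher and 21 lower. By edgeR, 0 of them passed an adjusted p of 0.05 over all genes, 0 adjusted over the list alone, and 5 had an unadjusted p below 0.05. DESeq2 and limma-voom also found 0 past an adjusted p of 0.05. Among motor genes, all 14 mitotic kinesins were higher, with a median of 0.97 (adjusted p = 1.4e-07 from camera; 4 past the threshold over all genes, 11 adjusted over the list alone). The 53 transport kinesins and dyneins had a median of -0.10 (adjusted p = 0.26 from camera; 2 past the threshold over all genes and 2 adjusted over the list alone). Both rises held under fry, and neither held with an estimated correlation (adjusted p = 0.33). Expression was low: Kif20a went from 1.65 ± 0.44 CPM (SD, n = 4) in WT to 4.84 ± 1.02 CPM in KO RPE, a log2 fold change of 1.54 (standard error 0.24, adjusted p = 0.0090 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Cenpa from 2.12 ± 0.49 to 5.34 ± 0.79 CPM (log2 fold change 1.32), and Kif11 from 2.06 ± 0.61 to 4.59 ± 0.54 CPM (log2 fold change 1.16). In the retina, nuclear division genes had a median of -0.03 (adjusted p = 0.47 from camera), and the difference between the tissues was itself past the threshold (camera on the interaction, adjusted p = 3.1e-12).

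**Figure D4:**
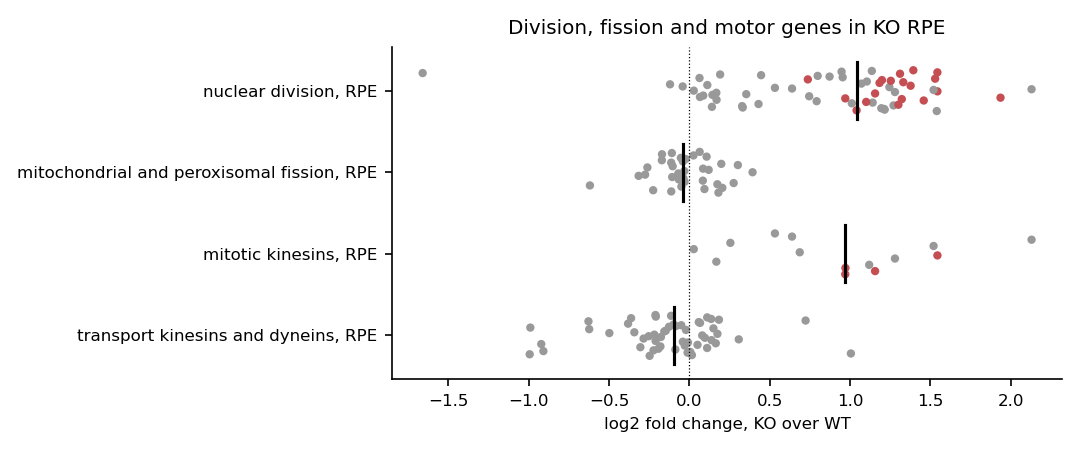
Log2 fold changes, KO over WT RPE at P30, of nuclear division genes, mitochondrial and peroxisomal fission genes, mitotic kinesins, and transport kinesins and dyneins. Each point is a gene, red where it is an upregulated DEG, and black bars are list medians, at 1.04, -0.04, 0.97 and -0.10 from top to bottom.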

Gene enrichment analysis in RPE also showed upregulation of genes involved in organelle fission, as well as microtubule motor activity (Figure 6D). Both events could be related to dysfunctional microtubules and might be linked to the enlarged organelles in the RPE of *AdipoR1^–/–^* mice (shown in Figure 5D) and the subsequent compensatory mechanisms leading to increased expression of genes engaged in organelle fission. Downregulated DEGs in the RPE were associated with diverse processes related to tissue repair and were also involved in eye and lens development, lipid localization and transport, lipoprotein binding, and cholesterol metabolism. Furthermore, we found significant downregulation of genes involved in (a) posttranslational protein phosphorylation; and (b) protein digestion and absorption — the latter suggesting impaired phagocytosis in RPE cells.

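In KO RPE, 28 of 36 genes of lipid transport and cholesterol were lower, with a median log2 fold change of -0.21 (adjusted p = 0.0017 from limma's camera), and 7 passed an adjusted p of 0.05 by edgeR over all genes and 12 adjusted over the list alone. Scarb1, which encodes a lipoprotein receptor, fell from 188 ± 8.87 CPM (SD, n = 4) to 129.7 ± 4.92 CPM (log2 fold change -0.54, adjusted p = 0.0016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas Soat1 rose from 165 ± 31.0 to 364.8 ± 33.8 CPM (log2 fold change 1.14, adjusted p = 0.0033 from edgeR's quasi-likelihood test). Among lens genes, 15 of 15 crystallins were lower with a median of -5.58, but the WT libraries ranged widely. By edgeR 0 crystallins passed over all genes, 13 passed adjusted over the list alone and 13 had an unadjusted p below 0.05, while DESeq2 found 5 and limma-voom 0 past an adjusted p of 0.05. The camera adjusted p was 0.18, and 1.7e-04 with the replicate number as a block and 0.0067 without WT replicate 1. Crystallins of the gamma group have near-identical copies, so their counts may be divided. Crygs, for example, was at 24.0 ± 28.0 CPM in WT and 0.47 ± 0.49 CPM in KO RPE. The 6 tested lens fibre genes other than crystallins fell by a median of 1.30 on the log2 scale (adjusted p = 0.0053 from camera; 2 past the threshold over all genes, 3 adjusted over the list alone). Of 34 liver-type plasma protein genes, 28 were lower, with a median of -2.85 (adjusted p = 7.1e-12 from camera). Of these 34, 27 passed the threshold over all genes and 27 adjusted over the list alone. With at least 10 counts required in every library the camera adjusted p was 0.19. That filter can drop a gene because it fell in KO mice, so it cannot judge this fall. Apoh, which is on both the lipid and plasma protein lists, fell from 4.33 ± 0.96 to 0.51 ± 0.31 CPM. The 55 complement and coagulation genes moved both ways, with a median of 0.13 but a mean of -0.28 (adjusted p = 0.43 from camera, upward). Of the 55, 24 passed by edgeR over all genes and 26 adjusted over the list alone, with 11 DEGs higher and 13 lower. With at least 10 counts required in every library, the 37 genes left rose with a median of 0.35 (adjusted p = 4.4e-08 from camera). Since this filter can drop genes because they fell in KO mice, that rise does not speak for the whole list. The lipid, lens fibre and plasma protein calls held under fry and not with an estimated correlation, where adjusted p was 0.38, 0.40 and 0.38.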

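The genes that Reactome groups as phosphorylated by the kinase FAM20C in the secretory pathway stood for posttranslational phosphorylation. Of 76 such genes tested in the RPE, 44 were lower in KO mice, with a median log2 fold change of -0.06 and a mean of -0.52 (adjusted p = 0.18 from limma's camera). Their 12 downregulated DEGs were nevertheless more than chance would give (Fisher's exact test, one-sided, adjusted p = 2.1e-05), while 3 were upregulated. This list shares genes with that of the liver-type plasma proteins, such as Alb, Fga and Kng1. The excess is therefore not independent of the fall of plasma protein genes, and it was not tested without the shared genes. By edgeR, 16 genes passed an adjusted p of 0.05 over all genes and 18 adjusted over the list alone. Bmp4 fell from 295.4 ± 28.6 CPM (SD, n = 4) to 166.1 ± 6.51 CPM (log2 fold change -0.83, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Tnc rose from 16.2 ± 2.33 to 36.2 ± 3.27 CPM (log2 fold change 1.15, adjusted p = 0.0015 from edgeR's quasi-likelihood test). Without KO replicate 1 the camera adjusted p of the list was 0.041, and without WT replicate 3 it was 0.022. For protein digestion and absorption, a pathway that holds many collagens, the 42 collagens had a median of 0.12 and a mean of -0.13 (adjusted p = 0.74 from camera; 3 past the threshold over all genes and 3 adjusted over the list alone), and the 36 other genes a median of 0.08 and a mean of -0.08 (adjusted p = 0.57 from camera; 2 past the threshold over all genes and 5 adjusted over the list alone), so that in both lists median and mean had opposite signs. The collagens that changed went both ways: Col18a1 (log2 fold change -0.72) and Col8a2 (-0.67) fell, and Col8a1 rose (0.74). From a fall of such genes, the paper proposes that phagocytosis in RPE cells is impaired.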

To better understand the altered gene expression patterns in rod photoreceptors, the most affected cell type in *AdipoR1^–/–^* retina, we performed scRNA-Seq on the retina from *AdipoR1^–/–^* and WT mice at different ages. We chose animals at P19, P25, and P30 to learn what events occur before the onset, after the onset, and at the advanced stage of photoreceptor degeneration, respectively. We profiled 26,764 cells from the retina and RPE of the KO and WT mice at different ages; these profiles were combined and subjected to removal of genotype differences between the KO and WT mice to enable clustering based solely on the cell type–specific factors. 

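The deposited matrix of this experiment holds 26764 cells and 19324 genes. The cell names assign every cell to 1 of 6 libraries, 1 per genotype and age, and the legend of Figure 7 states that there were 2 mice per combination. No file used here maps cells to mice, so the variation between mice cannot be shown. No test at a single age was therefore made, and intervals cover counting error only. The authors deposited values on a natural log scale, scaled to 10000 per cell. Inverting this step once did not give counts, but inverting it once more did: 99.99998% of the values then lay within 0.01 of a whole number, so that UMI counts per gene and cell were recovered. The aligner, the build and the filters on cells are not given in the sources used here, and the fewest genes detected in a cell was 499. The median number of UMIs per cell was 3407 in WT and 3568 in KO mice at P19, 4357 and 2523 at P25, and 1416 and 1349 at P30, over 5439, 5300, 4367, 5633, 2558 and 3467 cells in that order, so the P30 libraries are the shallowest. The labels also place the P30 libraries in another sequencing batch than those of P19 and P25. Both genotypes of an age share a batch, but any difference between P30 and the earlier ages is also one between batches. The paper describes a removal of genotype differences before clustering, its text does not name the method, and cells were clustered here without it. Counts of all cells of a class were then summed per library, scaled to CPM, and compared as log2 ratios of KO over WT. Transcripts linked to sex differed between libraries: the WT P25 library had 65454 UMIs of Xist and 0 of Ddx3y, whereas the KO P25 library had 4 and 1790, and the libraries of the other ages had at most 4 UMIs of Xist. Any difference at P25 therefore also parts a library with the Xist pattern of female mice from one with the Ddx3y pattern of male mice. In rods, Adipor1 fell from 547.8 CPM (95% exact Poisson interval 508.7 to 589.2) in WT to 81.0 CPM in KO mice at P19, a log2 ratio of -2.75, with log2 ratios of -2.09 at P25 and -2.66 at P30.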

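Leiden clustering at a resolution of 1.0, on 30 principal components of 2000 highly variable genes, gave 37 clusters. With marker genes for 15 classes, all 37 were named as rod-like, cone-like, rod bipolar-like, ON and OFF cone bipolar-like, GABAergic and glycinergic amacrine-like, ganglion-like, horizontal-like, Müller glia-like, astrocyte-like, microglia-like, endothelial-like, pericyte-like and RPE-like cells. A resolution of 0.5 gave 29 clusters, 2.0 gave 51, and 15 principal components gave 29, and under these choices at least 99.93% of cells kept the same call as rod or not. Giving each cell the class with the highest marker score, without clusters, kept this call for 98.7% of cells. Rods were 18.2% of cells in WT (95% exact binomial interval 17.2 to 19.3) and 21.6% in KO mice (20.5 to 22.7) at P19, 18.0% (16.8 to 19.1) and 35.0% (33.7 to 36.3) at P25, and 52.5% (50.5 to 54.5) and 54.7% (53.0 to 56.4) at P30. These shares depend on dissociation as well as on the tissue, and those at P30 come from another sequencing batch. The doublet caller marked at most 0.51% of cells in any library, which is too few for it to have worked, so no cell was removed as a doublet.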

Subsequently, we segregated cells into 21 unique clusters (Figure 7A), identifying all major retinal cell types indicated by cluster annotation (Supplemental Figure 8, A and B). Then, we characterized cell clusters and identified cell type–specific genes, from which the top 2–3 genes created unique gene signatures (Figure 7B). We color-coded cell clusters according to the genotype, which emphasized substantial differences in rod photoreceptors and most other cell types in the *AdipoR1^–/–^* mice compared with WT (Figure 7C). 

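Without the removal of genotype differences, KO and WT rods separated. Most WT rods at P19 and P25 lay in cluster 1 and most KO rods of these ages in cluster 0, while at P30 most WT rods lay in cluster 5 and most KO rods in cluster 2. Clusters 2 and 5 took 97.9% and 92.3% of their cells from a single library, and with 1 library per genotype and age a difference between genotypes is also one between libraries. Another such cluster, 35, named as rods, held 72 cells with a median of 4366 UMIs, of which 61 came from the KO P25 library. These cells are deep for rods, and they weigh on sums over KO rods at P25. Over all genes with at least 20 UMIs in the rods of both genotypes together, the median log2 ratio of KO over WT rods was 0.04 at P19, 0.01 at P25 and 0.005 at P30.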

We analyzed DEGs in each cell type, focusing on rod photoreceptors (Figure 8A). 

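The rods compared were 990 WT and 1145 KO rods at P19, 785 and 1971 at P25, and 1343 and 1896 at P30, with median UMI counts per rod between 1019 and 1204. Among genes with at least 200 UMIs over both genotypes at P19 and the same direction at all 3 ages, the largest rises in KO rods at P19 were in Gnb2 (12.1 to 167.7 CPM, log2 ratio 3.75, 95% counting interval 3.06 to 4.62), Cebpd (log2 ratio 3.55), Fgf2 (3.39), Scd2 (2.84) and Junb (2.78). Cebpd and Fgf2 are also on the list of reactive gliosis genes, and what part of their UMIs is free RNA from glia was not measured. Besides Adipor1 itself, the largest falls at P19 were in 2810030D12Rik (-1.71), Gm14508 (-1.56), Mef2c (-1.45) and Rabgef1 (521.4 to 191.6 CPM, -1.44). Taking the ages as 3 replicate pairs, with age in the model, limma-trend on log2 CPM of the summed rod counts found 786 of 9633 genes changed at a Benjamini-Hochberg adjusted p below 0.05, 496 higher and 290 lower in KO rods. The number was 413 without P25 and 1367 without P30, and without age in the model it was 7. This test speaks of what the ages share, not of any single age.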

Finally, we assessed biological processes and pathways enriched in rods by the identified DEGs at 3 different stages of retinal degeneration in *AdipoR1^–/–^* mice (Figure 8, B–E). 

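At P19, all 77 cytoplasmic ribosomal protein genes had a higher share of UMIs in KO than in WT rods, with a median log2 ratio of 0.59 (95% counting interval 0.55 to 0.62). This median lay at percentile 100 of 10000 random lists of as many genes matched on expression, a comparison that describes these 2 libraries only. The list with the mean over cells of log2 values in place of sums gave 0.41. Rps27a, among the 3 ribosomal genes with the most UMIs, went from 741.3 to 1567 CPM (log2 ratio 1.08, interval 0.97 to 1.19). Of 77 nuclear-encoded oxidative phosphorylation genes, 72 were higher, with a median of 0.49 (0.43 to 0.52; percentile 100). Ndufa4 had a log2 ratio of 0.53, Cox4i1 0.49 and Atp5b 0.18. Of the 13 mitochondrially encoded genes, 11 were higher, with a median of 0.42 (0.39 to 0.47; percentile 98.6). In the other classes with at least 50 cells per library, ribosomal protein genes had medians between 0.02 in RPE cells and 0.30 in Müller glia at this age, all below the interval of rods.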

GO analysis showed that, before the onset of retinal degeneration (at P19), there was upregulation of genes involved in translation, oxidative phosphorylation, and mitochondrion organization (Figure 8B), which was also reflected in the upregulated KEGG pathways (Figure 8C). 

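The median log2 ratio of ribosomal protein genes in KO over WT rods was 0.60 at P25 (95% counting interval 0.55 to 0.62; 76 of 77 genes higher; percentile 100) and 0.12 at P30 (0.10 to 0.14; 61 of 77 higher; percentile 99.1). The value at P25, where the WT and KO libraries differ in Xist and Ddx3y, leaned on few deep cells: in the KO P25 library the 5% of rods with the most UMIs, 99 cells, held 17.7% of all rod UMIs. Without these and the deepest 5% of WT rods the median was 0.52, with rods thinned to one depth it was 0.45, with the mean over cells of log2 values it was 0.35, and without cluster 35 it was 0.39. Leaving out the deepest rods or this cluster was chosen after seeing the data. The intervals of the 8 other classes lay below that of rods as summed, the highest median being 0.50 in Müller glia, which is above the values for thinned rods, for means over cells and without cluster 35. At P30, the intervals of 2 of 7 other classes lay above that of rods, the highest median being 0.39 in Müller glia, those of 3 lay below it and those of the remaining classes overlapped it. Over the 3 ages together, with age in the model, the list rose by a median of 0.39 (adjusted p = 1.7e-15 from limma's camera). Under fry, which estimates the correlation between genes, this was not past the threshold (adjusted p = 0.18), nor was any other list in rods.

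**Figure D5:**
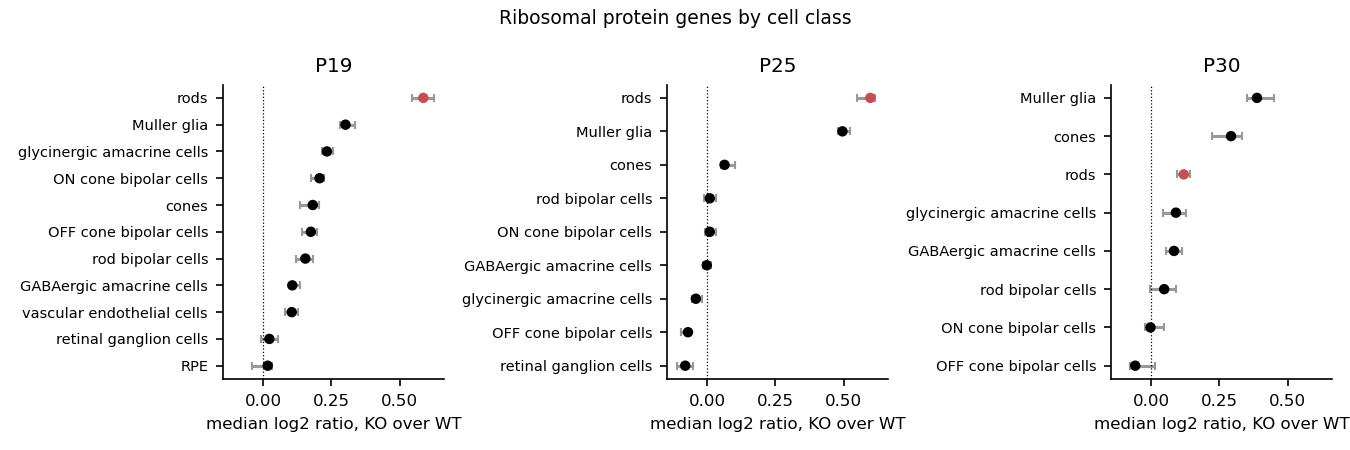
Median log2 ratio, KO over WT, of ribosomal protein genes in each cell class with at least 50 cells per library at P19, P25 and P30, with rods in red. Bars are 95% counting intervals and leave out the variation between mice. Rods are the highest class at P19 (0.59) and, as summed, at P25 (0.60), though not when thinned, as means over cells or without cluster 35, and Müller glia are at P30 (0.39).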

The upregulated translation is the top event common to all 3 examined ages. Also, among the upregulated KEGG pathways, many are related to neurodegenerative diseases, such as Parkinson’s, Huntington’s, Alzheimer’s, prion disease, or amyotrophic lateral sclerosis. 

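The pathway databases were not used here, and lists of proteasome, oxidative phosphorylation and endoplasmic reticulum protein processing genes were examined in their place. Proteasome genes were higher in KO rods at each age, with median log2 ratios of 0.26 at P19 (95% counting interval 0.19 to 0.34; 30 of 34 genes higher), 0.31 at P25 (0.26 to 0.41) and 0.16 at P30 (0.07 to 0.20). Nuclear-encoded oxidative phosphorylation genes had medians of 0.39 at P25 (0.37 to 0.46) and 0.12 at P30 (0.07 to 0.14). The mitochondrially encoded genes had medians of 0.22 at P25 (0.17 to 0.25; percentile 80.5) and -0.28 at P30 (-0.31 to -0.25; percentile 0.02). At P25 this sign did not hold under every setting. The median was -0.01 without the 5% of rods with the most UMIs in each library. It was -0.01 with rods thinned to one depth and -0.15 without cluster 35, but stayed positive with the mean over cells of log2 values. Genes of protein processing in the endoplasmic reticulum had medians of 0.40 at P19 (0.26 to 0.46), 0.46 at P25 (0.35 to 0.57) and 0.12 at P30 (0.02 to 0.20). Atf4 went from 538 to 965.1 CPM at P19, a log2 ratio of 0.84, and had log2 ratios of 0.86 at P25 and 0.53 at P30. Other abundant members did not rise at every age. Hsp90aa1 had log2 ratios of -0.02 at P19, -0.13 at P25 and -0.48 at P30, and Hspa8 had 0.29, 0.72 and -0.01. The summed share of this list had a log2 ratio of -0.06 at P30. Over the 3 ages, camera with age in the model gave adjusted p of 4.1e-09 for nuclear-encoded oxidative phosphorylation, 1.8e-04 for the proteasome, 1.8e-05 for protein processing and 0.40 for the mitochondrially encoded genes.

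**Figure D6:**
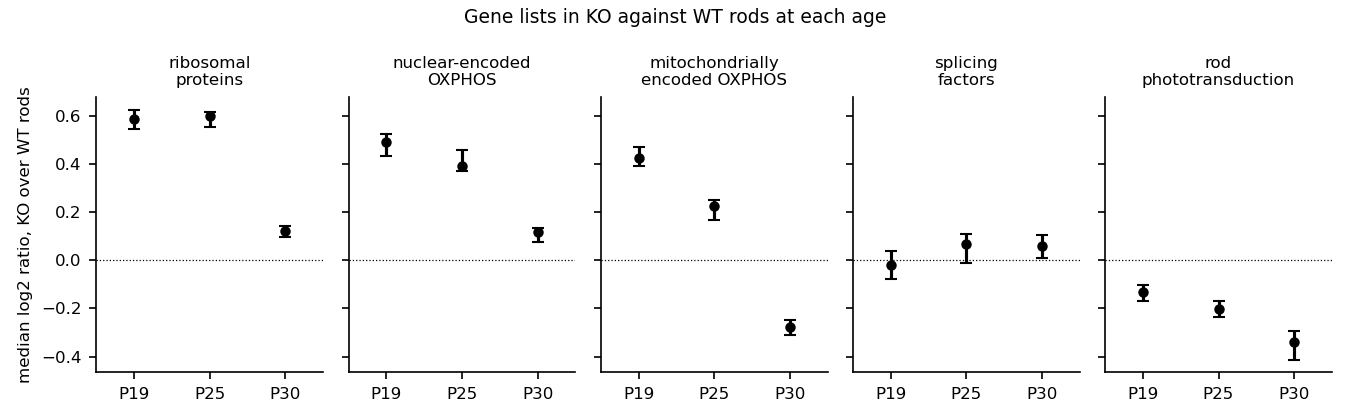
Median log2 ratio, KO over WT rods, of 5 gene lists at P19, P25 and P30. Bars are 95% counting intervals of a comparison of 2 libraries per age. The mitochondrially encoded genes go from 0.42 at P19 to -0.28 at P30, where the libraries come from another sequencing batch.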

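Splicing factor genes hardly moved in KO rods. At P19, 44 of 81 were lower, with a median log2 ratio of -0.02 (95% counting interval -0.08 to 0.04, which includes 0; percentile 8.69 of the matched random lists), and 0.001 with rods taken by marker score. The medians were 0.07 at P25 and 0.06 at P30, and over the 3 ages camera gave an adjusted p of 0.81. Single abundant members did fall at P19: Hnrnpu went from 1044 to 703.8 CPM (log2 ratio -0.57, interval -0.69 to -0.45) and Hnrnpa2b1 from 674.8 to 541.7 CPM (-0.32), and Hnrnpu was also lower at P25 (-0.20, interval -0.31 to -0.09), while at P30 it had a log2 ratio of 0.16. Genes of rod phototransduction and rod visual perception were lower at each age, with medians of -0.13 at P19 (-0.17 to -0.10; 32 of 39 genes lower; percentile 0.4), -0.20 at P25 (-0.23 to -0.17; percentile 0.05) and -0.34 at P30 (-0.41 to -0.29; percentile 0.0). Over the 3 ages this list had an adjusted p of 8.3e-05 by camera and 0.085 by fry. Not every member fell, and Sag rose, with log2 ratios of 0.51 at P25 and 0.83 at P30.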

Repressed processes are mostly RNA splicing and protein localization, but also include processes related to microtubules, cytoskeleton organization, photoreceptor differentiation, and visual perception — the last being the top downregulated pathway at the P25 and P30 ages (Figure 8, D and E).

### Inhibition of ceramide generation increases photoreceptor survival in AdipoR1^–/–^ mice.

To examine whether we could improve photoreceptor survival in *AdipoR1^–/–^* mice by inhibiting 2 of the 3 ceramide-generation pathways, de novo biosynthesis, and sphingomyelin hydrolysis, we pharmacologically treated the mice and assessed the treatment outcome (Figure 9A). We decided to use a combination of 2 drugs, desipramine/L-cycloserine (DC), which were previously shown to effectively lower ceramide levels (25–30). To test if lowering ceramide levels would have a protective effect on photoreceptor cells, 2 groups of *AdipoR1^–/–^* mice (*n* = 6) were administered either saline or DC by i.p. injection (3 times per week), starting from P25 to P142–P160 (for ~17–19 weeks) (Figure 9B); the mice were examined by OCT, SLO, ERG, and visually evoked potential (VEP) measurements during the treatment. Subsequently, the mice were euthanized, and their eyes were collected for histology, TUNEL assay, and ceramide quantification by LC-MS.

After 80 days of DC treatment, we assessed retinal morphology with OCT and SLO. The OCT showed a significant 34% increase in ONL thickness in the DC- versus saline-treated *AdipoR1^–/–^* mice (Figure 9, C and D, and Supplemental Figure 5A), suggesting that DC partially protected photoreceptor cells from dying. On the SLO scans, there were no significant differences (Supplemental Figure 5B).

To further assess the morphological effects of prolonged (~17–19 weeks) treatment with DC, we counted the number of photoreceptor nuclei per row in the ONL at P142–P160 (~20–23 weeks old). The number of photoreceptors in the *AdipoR1^–/–^* mice was more than 37% higher in the DC-treated group, confirming a protective effect of DC on photoreceptor survival (Figure 9, E and F). Photoreceptor survival was also assessed with TUNEL staining for apoptosis (Figure 9G). The results demonstrated a reduction in photoreceptor cell death, as indicated by a significant decrease in TUNEL^+^, apoptotic cells in the DC- versus saline-treated *AdipoR1^–/–^* mice (Figure 9H).

We also examined the effects of long-term DC treatment on ceramide and sphingosine levels. In retinas of *AdipoR1^–/–^* mice, we observed decreases of 7 ceramide species, including ceramides C16 (d18:1/16:0), C22:1 (d18:1/22:1), and C24:1 (d18:1/24:1) and heptadecasphingosine-based ceramide C16 (d17:1/16:0) by 16%, 24%, 18%, and 27%, respectively; and sphingadienine-based ceramides C18 (d18:2/18:0), C24 (d18:2/24:0), and C24:1 (d18:2/24:1) by 16%, 24%, and 17%, respectively (Figure 10A). We did not see significant changes in dihydroceramide levels in DC-treated versus saline-treated *AdipoR1^–/–^* mice (Figure 10B). Moreover, in the retinas of DC-treated *AdipoR1*-KO mice, there were increases of 2 ceramide-1-phosphate species d48:3 and t48:3 by 190% and 163%, respectively (Figure 10C). Conversely, in the RPE eyecups, there was an increase in ceramide d18:1/h16:0 by 79%, and there were no changes in dihydroceramide or ceramide-1-phosphate levels in the DC-treated compared with saline-treated *AdipoR1^–/–^*mice (Figure 10A). Since free sphingosine appears to derive solely from the breakdown of ceramide and complex sphingolipids (31), we expected that lowering ceramide generation through inhibition of de novo synthesis and sphingomyelin hydrolysis would also decrease sphingosine levels in DC-treated *AdipoR1^–/–^* mice. However, we did not observe significant changes in sphingosine, sphinganine, sphingosine-1-phosphate, or sphinganine-1-phosphate (Supplemental Figure 6).

### Lowering ceramide levels improves retinal function and restores near-normal responses in the primary visual cortex of the AdipoR1^–/–^ mice.

To determine whether the protective effect of DC treatment on photoreceptor cells was associated with maintenance of retinal function, we recorded ERG responses under light-adapted (cone-mediated) conditions in *AdipoR1^–/–^* mice treated with DC or saline, as well as in age-matched WT animals (Figure 11, A and B). In photopic ERGs, we did not observe any differences in the a-wave amplitudes (Figure 11A). In contrast, the amplitude of the photopic b-wave, which is proportional to the overall response of bipolar cells and Müller glia, improved substantially at higher light intensities (10 and 30 cd·s/m^2^) in the DC-treated versus saline-treated *AdipoR1^–/–^* mice, to the extent that the response was not significantly different from WT mice at 30 cd·s/m^2^ (Figure 11B). In rodent ERGs, the amplitude of the b-wave is a generally accepted indicator of the quality of visual function (32).

Lastly, we assessed if prolonged DC treatment could restore the integrity of visual image transmission to the visual cortex and cortical processing of the visual information. We tested visually evoked responses in 3 groups of mice: untreated WT control (*AdipoR1^+/+^*, *n* = 6), DC-treated KO mice (*n* = 5; *AdipoR1^–/–^* + DC), and saline-treated KO mice (*n* = 5; *AdipoR1^–/–^* + saline). The first stage of our vision assessment was based on comparing amplitudes of VEPs in response to a brief flash of light. Representative examples from single mice (Figure 11C) and population average VEPs (Figure 11D) revealed big differences between the studied groups. The *AdipoR1^–/–^* animals treated with the DC drug cocktail had a greater average VEP amplitude (4.4 ± 0.53 μV, ± SEM) than saline-treated *AdipoR1^–/–^* mice (1.9 ± 0.23 μV, ± SEM), and WT (3 ± 0.23 μV, ± SEM); however, the latter was not statistically significant (Figure 11E). Whereas the firing rate of response was greatest in DC-treated animals, the response latency was longer for both DC- and saline-treated *AdipoR1*-KO animals than for WT controls (Figure 11F).

To investigate potential vision improvements in more detail, we compared peak responses of single cells recorded from the primary visual cortex for the 3 experimental groups of animals. Representative single-cell examples show increased activity in both DC-treated (Supplemental Figure 7B) and saline-treated (Supplemental Figure 7C) *AdipoR1^–/–^* mice compared with the WT controls (Supplemental Figure 7A). However, only the increase in response between the DC-treated and control groups was statistically significant (Supplemental Figure 7D). In addition, both DC- and saline-treated *AdipoR1^–/–^* groups showed elevated background activity compared with controls (Supplemental Figure 7E).

To obtain more detailed information about the visual physiology of the 3 animal groups, we compared tuning curves and optimal parameters of V1 cortex neuron responses to drifting-grating stimuli. Representative tuning curves for single cells are shown in Figure 12. The population data indicate significantly higher selectivity in DC-treated *AdipoR1^–/–^* mice compared with saline-treated *AdipoR1^–/–^* mice for orientation (Figure 12D), size (Figure 12H), and temporal frequency (Figure 12P), as reflected in the tuning curve examples. In particular, orientation tuning width (HWHH) was improved in DC-treated *AdipoR1^–/–^* mice to the extent that it was indistinguishable from that for *AdipoR1^+/+^* mice (Figure 12D). This correspondence was also seen in the 2 examples where the tuning width of the preferred direction for the V1 neuron response was 26° for WT (Figure 12A) and 27° for DC-treated mice (Figure 12B). For spatial frequency (Figure 12L) and contrast response (Figure 12T), there were no significant differences between DC- and saline-treated *AdipoR1^–/–^* mouse groups.

## Discussion

In this study, we characterized the effects of *AdipoR1* KO on mouse retinal structure and function. The absence of *AdipoR1* led to progressive photoreceptor degeneration resulting in a 66% decrease in the ONL thickness and in only 4 loosely organized nuclei layers remaining at 4 months of age. Furthermore, we observed a massive reduction of ERG amplitudes, particularly in scotopic conditions, suggesting primary dysfunction in the rod pathway. Additionally, there was reduced cone opsin expression and degeneration of cone outer segments even at a young age (1 month old). The retinoid visual cycle is severely impaired in *AdipoR1^–/–^* mice for all age groups, and this manifests in a dramatic drop of retinoid content in the retina.

### Localization of the ADIPOR1 protein and its expression patterns in the retina.

We found that ADIPOR1 protein localizes predominantly at the interface between the RPE apical processes and the distal part of the photoreceptor outer segments. However, the ADIPOR1 protein content in RPE cells was nearly 28-fold higher than in the neural retina. This finding is partially consistent with the previous report that used the same Ab, showing that ADIPOR1 protein localizes at the interface of photoreceptor outer segments and the RPE (5). Nevertheless, the authors concluded that ADIPOR1 is enriched in the OS rather than the RPE or OS/RPE. Here, our Western blot quantification indicated a higher ADIPOR1 content in the RPE than in the neural retina.

scRNA-Seq analysis of mouse retina indicated the highest *AdipoR1* expression in rods, followed by RPE, cones, astrocytes/endothelial cells, and microglia. This result differs from the immunodetection of ADIPOR1 protein localization discussed above. One of the possible explanations could be a higher turnover of the ADIPOR1 protein in the OS due to the fast dynamics of photoreceptor OS shedding compared with a relatively stable pool of ADIPOR1 in the RPE. Besides, it has been shown that the same protein can have different lifetimes depending not only on the cell type, but also on the subcellular localization of the protein, potentially reflecting a differential regulation of protein degradation in these compartments (33). This differential degradation is supported by many reports that have found a discrepancy between the RNA level and the actual protein abundance, depending on the tissue or cell type (5, 34, 35).

### Ablation of AdipoR1 leads to ceramide accumulation and photoreceptor death.

LC-MS analysis of ceramides in 4-week-old *AdipoR1^–/–^* mice indicated their accumulation in the RPE eyecup and in the retina. In 5-week-old KO mice, the accumulation was even more evident, especially in the retina. The ceramide build-up was further confirmed by anti-ceramide Ab staining of retinal cross-sections and RPE flatmounts, which indicated ceramide-rich organelles, plausibly phagolysosomes (24), that were bigger and more abundant in the *AdipoR1^–/–^* RPE compared with WT. Similarly, Lin and colleagues showed that ceramide accumulation in lysosomes leads to a robust increase in the number and size of lysosomes (36). Intriguingly, our RNA-Seq analysis in the RPE of *AdipoR1^–/–^* mice also showed upregulation of genes related to organelle fission, possibly suggesting a compensatory mechanism toward the defective fission processes. Moreover, others have shown that excess ceramides decrease membrane liquidity and curvature (37), destabilizing vesicles and affecting endocytosis (38). Additionally, as suggested by our RNA-Seq data from RPE cells, these processes could be further disturbed by ceramide-driven acetylation and stiffening of microtubules, which impair the organelle traffic (30, 39).

Furthermore, we found microglia/macrophage cells in the subretinal space before the onset of photoreceptor degeneration in *AdipoR1^–/–^* mice at P20. Then, in 7-week-old KO mice, we observed massive infiltration of microglia/macrophage cells to the RPE-photoreceptor interface and breakdown of the RPE barrier. Activation of the microglia/macrophage cells could suggest ongoing photoreceptor cell death (40, 41). We interpret that this process is activated or enhanced by the accumulated ceramides (15, 16, 29, 42–45).

### Altered gene expression in rods of AdipoR1^–/–^ mice and its association with neurodegenerative diseases.

Gene enrichment analysis in rods showed that, before the onset of photoreceptor degeneration (at P19), there is upregulation of genes involved in translation, oxidative phosphorylation, and mitochondrion organization — the first being the top event at all examined ages. Repressed processes are mostly RNA splicing and protein localization, which — combined with increased translation — can plausibly result in the production of erroneous/misfolded protein aggregates accumulating in the cell. This pathological event is the hallmark of neurodegenerative diseases, such as Parkinson’s, Alzheimer’s, or prion disease (46, 47), which are also overrepresented as the top pathways enriched by the upregulated DEGs in rods of *AdipoR1^–/–^* mice.

Interestingly, ceramides are accumulated in postmortem brains and altered in the plasma of Parkinson’s disease patients (48, 49). For instance, the ceramide C24:1 (d18:1/24:1), which we found as one of the top elevated ceramides in the retina and RPE of *AdipoR1^–/–^* mice, was also identified as one of the 2 (next to d18:0/24:1) most highly elevated lipids in the primary visual cortex of Parkinson’s disease patients (50). The high level of C24:1 ceramide can be effectively lowered pharmacologically, as we showed in the DC-treated *AdipoR1^–/–^* mice.

The results described above warrant further investigation regarding the accumulation of aggregated protein in the photoreceptors, especially since it appears as one of the events leading to photoreceptor death, as suggested by our RNA-Seq analyses and also by another group (51).

### ADIPOR1 possesses intrinsic ceramidase activity, which is essential for healthy retinal function.

In direct biochemical assays, we confirmed that ADIPOR1 possesses ceramidase activity and demonstrated that adiponectin and C1Q increased the ADIPOR1 activity toward C18 hydrolysis by 24.7% and 34.4%, respectively (Figure 5G). Moreover, we showed that ablation of *AdipoR1* led to an approximately 22% reduction of the ocular ceramidase activity toward ceramide C24:1 (Figure 5F), which was also the highest elevated ceramide species in the RPE of *AdipoR1^–/–^* mice (Figure 5C). Our scRNA-Seq data indicate that *ADIPOR1* encodes the most abundantly expressed ceramidase in mice and one of the 2 most highly expressed ceramidases in the human retina, next to acid ceramidase *ASAH1* (Supplemental Figure 4). However, ASAH1 is a lysosomal ceramidase, while ADIPOR1 appears to be localized primarily in the outer cellular membrane; therefore, their ablation could generate different phenotypes. For instance, mice with *Asah1* deficiency also exhibited retinal pathology and impaired visual function, although the changes in retina structure were vastly different from those observed with *AdipoR1^–/–^* mice, with no photoreceptor degeneration in ~9-week-old mice but with severe retinal dysplasia and increased thickness of the ONL in those same mice (52). There were also not many microglia/macrophage cells detected in the retina of *Asah1^P361R/P361R^* mice, except for the optic nerve area. On the other hand, the profile of the accumulated ceramides in the retinas was somewhat similar to that for the retinas of *AdipoR1^–/–^* mice, with ceramides C24 and C22 being the most elevated species.

### Pharmacological lowering of ceramide generation increases photoreceptor survival and visual functions in AdipoR1^–/–^ mice.

Ceramide is considered to play a central role in sphingolipid metabolism (53). The metabolic pathways that lead to ceramide generation are the de novo synthesis pathway, the sphingomyelin hydrolysis pathway, or the salvage pathway in which complex sphingolipids are converted back to sphingosine and ceramide (Figure 9A). Increasing evidence suggests that elevated ceramide levels lead to photoreceptor degeneration, but overexpressing ceramidase or inhibiting ceramide generation pathways can rescue photoreceptor cells and prevent vision loss (15, 29, 45, 54–58). Therefore, to test whether we could increase photoreceptor survival in *AdipoR1^–/–^* mice, we decided to simultaneously inhibit 2 of the 3 ceramide generation routes, de novo biosynthesis and sphingomyelin hydrolysis. We used a combination of 2 drugs, DC, both previously shown to reduce ceramide levels. L-cycloserine is a widely used inhibitor of serine palmitoyl-CoA transferase, the rate-limiting enzyme that catalyzes the first step of ceramide de novo biosynthesis (28, 29, 59). Desipramine is a functional inhibitor of acidic sphingomyelinase (ASMase), which produces ceramide through hydrolysis of sphingomyelin (25, 27, 30, 39). By lowering ceramide levels in the retina with DC treatment, we reduced ceramide-driven photoreceptor apoptosis and increased the number of photoreceptor cells. Moreover, cone-mediated (photopic) retinal function in the DC-treated *AdipoR1^–/–^* mice also improved. Lastly, we found that prolonged DC-treatment corrected the electrical responses of the primary visual cortex to a visual stimulus, approaching near-normal levels for some parameters. These studies suggest that a similar approach could effectively attenuate the photoreceptor degeneration resulting from ADIPOR1 deficiency or elevated ceramide levels. Because noninvasive pharmacological intervention is more easily achieved in humans than gene therapy, the strategy proposed here might become applicable to humans in the long run, especially given that both drugs, DC, have been approved by FDA over 30 years ago and have been verified for safety. The drugs could be used in humans by oral administration, or — to avoid systemic toxicity at higher doses — they could be applied locally by continuous controlled release from an implanted intraocular capsule. However, future research should further develop and confirm these initial findings in animal and human trial studies to examine the efficacy and safety of the long-term usage of the combined DC therapy.

Taken together, our observations highlight the importance of ADIPOR1 as one of the principal ceramidases in the eye that regulate ceramide content, which is essential for healthy retinal function. They also show that ceramide accumulation can be effectively targeted pharmacologically by inhibiting 2 of the 3 ceramide generation pathways. These results provide a framework for developing new therapeutic strategies for treating retinal disorders and potentially other conditions caused by the pathologic build-up of ceramides, such as the ones observed in the *Abca4^−/−^* mouse model of Stargardt early-onset macular degeneration (30) or rd10 mouse model of RP (15).

## Methods

Supplemental Methods are available online with this article.

### Mice.

The mouse strain used for this research project, B6.129P2-*Adipor1^tm1Dgen^*/Mmnc, RRID: MMRRC_011599-UNC, was obtained from the Mutant Mouse Resource and Research Center (MMRRC) at the University of North Carolina at Chapel Hill, an NIH-funded strain repository; this strain was donated to the MMRRC by Deltagen. The obtained heterozygous mice were backcrossed into the C57BL/6J and B6(Cg)-*Tyr^c-2J^*/J backgrounds. Homozygous *AdipoR1^–/–^* mice were created by interbreeding of *AdipoR1^+/–^* mice. Animals were housed under 12-hour light/12-hour dark cycles and bred using standard procedures. Both male and female mice were used for all experiments.

### DC treatment.

Prior to the treatment, the dosing was chosen based on the toxicity studies in mice. We tested different doses of 3 drugs: desipramine (BML-AR119, Enzo Life Sciences), L-cycloserine (AK-87855, Ark Pharm), and fingolimod (FTY720; ceramide synthase inhibitor; S5002 Selleck Chemicals). The drug doses were as follows: (a) desipramine at 20, 40, 80 mg/kg; (b) L-cycloserine at 100, 200, and 400 mg/kg; and (c) FTY720 at 10, 20, and 40 mg/kg. Nine groups of mice (*n* = 2, each group) were given 1 of the 9 drug/dose combinations by i.p. injection every morning for 7 consecutive days. We monitored the animals’ weight and general condition. Out of 9 different conditions, we picked 2 that caused low toxicity (desipramine at 20 mg/kg and L-cycloserine at 200 mg/kg), and we used them both in a combined formulation.

Mice were injected i.p. 3 times a week for 20–22 weeks starting on P25, either with a drug cocktail containing 20 mg/kg desipramine and 200 mg/kg L-cycloserine dissolved in saline (DC-treated group) or with saline (control group). At P105, all mice were examined with OCT and SLO; at P109, all mice were examined with ERG. Finally, when they were 20–22 weeks old (at P140–P156), VEP were measured. After the VEP study, all mice were euthanized by CO_2_ inhalation, followed by cervical dislocation. Then, the left eye of each mouse was used for histology; the right eye was dissected to separate the retina from the RPE eyecup, and both tissues were analyzed for ceramide and sphingosine levels by LC-MS.

### Data availability.

Single-cell and bulk RNA-Seq data are deposited in the NCBI Gene Expression Omnibus under data repository accession no. GSE184902.

### Statistics.

Statistical analyses, other than those described above for visual cortex responses, were performed using GraphPad Prism software, and data are shown as mean ± SEM, unless otherwise stated. Results are considered significant if *P* was less than 0.05. The significance of differences between 2 groups was determined using a 2-tailed Student’s *t* test. For more than 2 groups, 1- or 2-way ANOVA was used with post hoc correction for multiple comparisons. When comparing multiple measurements within subjects, correction for repeated measures was performed

### Study approval.

All experiments were approved by the IACUC at the UCI (protocol no. AUP18-124), and were conducted following the ARVO Statement for the Use of Animals in Ophthalmic and Visual Research.

## Author contributions

DL and KP designed the study. DL, ATF, EHC, and KP designed experiments. DL, EHC, SS, HL, ZD, ET, J Luu, and XM performed experiments on mice. ATF performed visual cortex recordings. DL and RS produced and purified proteins. DL performed biochemical assays. JZ and AFMP performed LC-MS analyzes. MT analyzed RNA-Seq data with input from TH and AT. DL, ATF, EHC, SS, AFMP, ET, J Luu, J Lee, and DCL analyzed the data. EB contributed Abs. DL and KP supervised the project. DL prepared the figures with the help of ATF, TH, MT, DSK, and KP. DL wrote the manuscript with help from KP. SB, AS, DSK, and KP provided research resources. ATF, DCL, and DSK were involved in writing, and all authors contributed to editing and approved the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
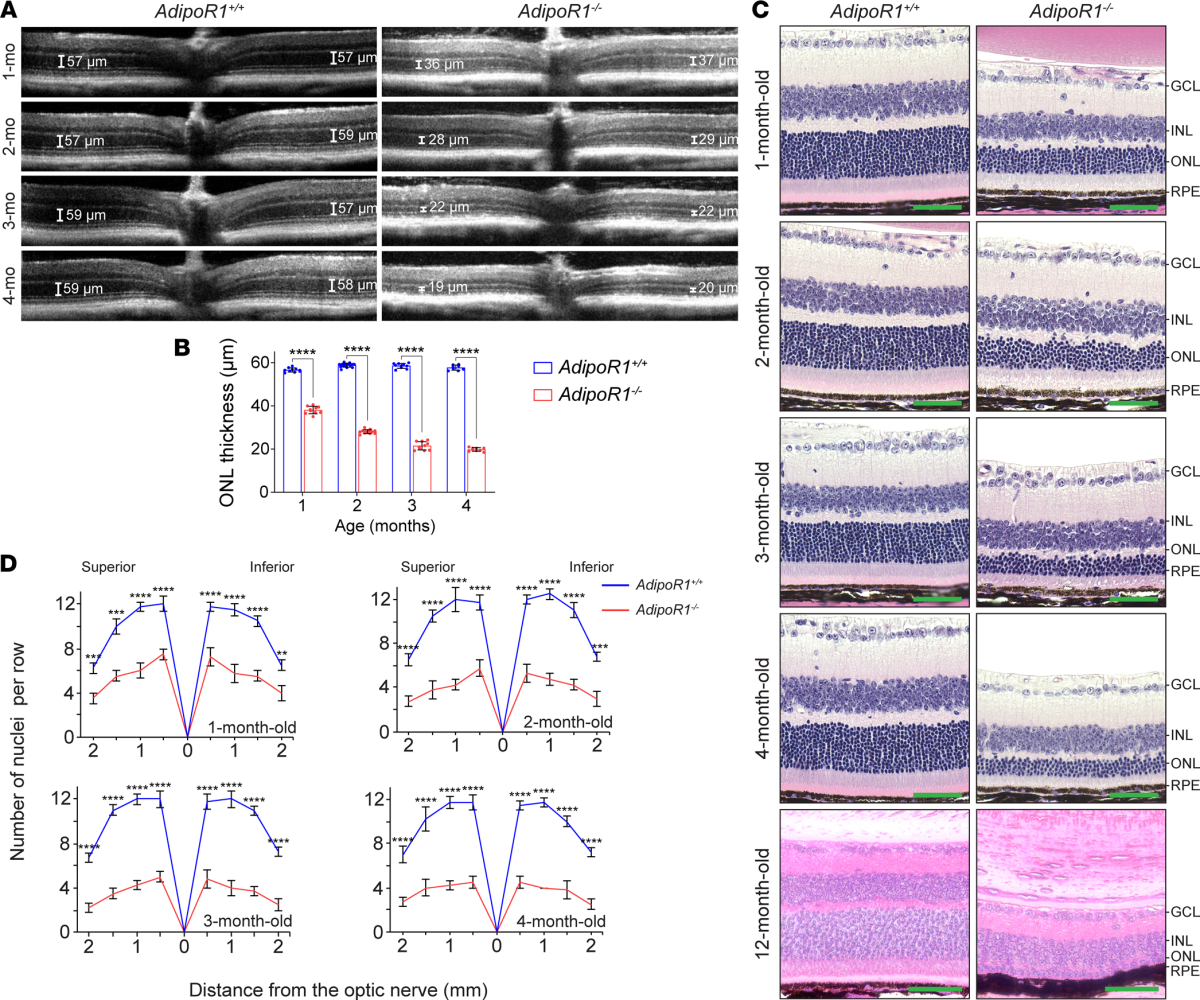
Structural characterization of the retinas in *AdipoR1^–/–^* mice. (**A**) Representative OCT images of retinas from 1- to 4-month-old *AdipoR1*^–/–^ and *AdipoR1^+/+^* mice, showing loss of thickness of the ONL in the KO mice. The scale bar indicates the thickness of the ONL measured 500 μm from the optic nerve head (ONH). (**B**) The average ONL thicknesses were measured from the OCT images (*n* ≥ 8 eyes). (**C**) H&E-stained sections of retinas from *AdipoR1^+/+^* and *AdipoR1^–/–^* mice at different ages, demonstrating progressive degeneration of photoreceptors in the KO animals. Images were taken 500–750 μm from the ONH. Scale bar: 50 μm. (**D**) The number of photoreceptor nuclei at increasing distances from the ONH expressed as spider plots; *n* = 4 for each genotype and age. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; RPE, retinal pigmented epithelium. In **B** and **D**, data are shown as mean ± SD, and statistical significance was determined by a 2-tailed Student’s *t* test; **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
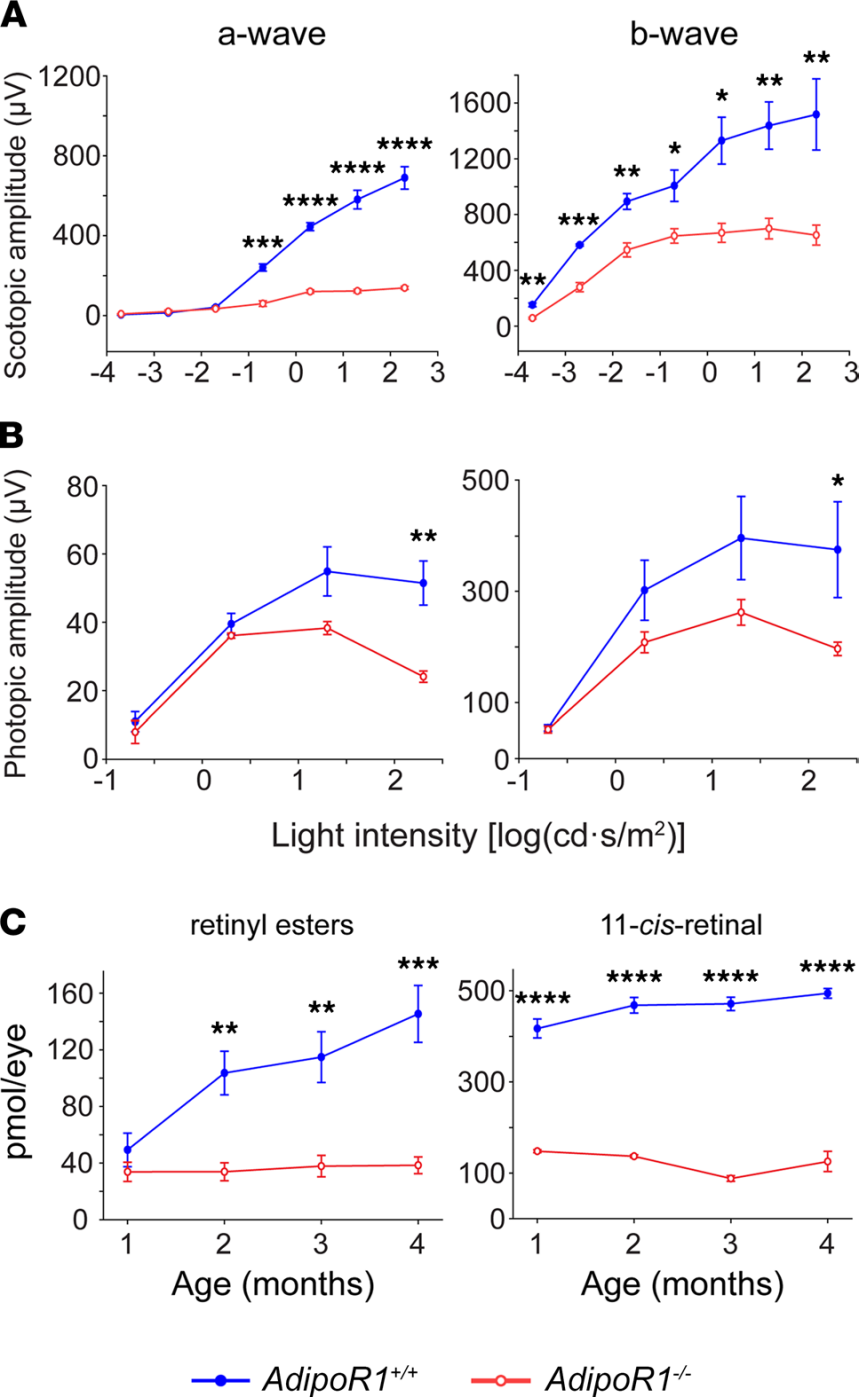
Functional characterization of the retinas in *AdipoR1^–/–^* mice. (**A** and **B**) Serial ERG responses to increasing flash stimuli were obtained for selected intensities under dark-adapted and light-adapted conditions in 1-month-old *AdipoR1^–/–^* and WT mice. (**A**) Scotopic a-wave and b-wave amplitudes were dramatically attenuated in *AdipoR1^–/–^* mice. (**B**) Photopic a-wave and b-wave amplitudes. Data are shown as mean ± SEM; *n* = 4 for all genotypes and ages. (**C**) Greatly reduced levels of retinoids: 11-*cis*-retinal and retinyl esters, indicating an impaired visual cycle in *AdipoR1^–/–^* mice. Retinoids were quantified by HPLC analysis (*n* = 4 for each age and genotype). All data are shown as mean ± SD. In **A** and **B**, statistical significance was determined with repeated-measures 2-way ANOVA followed by Sidak’s post hoc test; in **C**, a 2-tailed Student’s *t* test was used; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
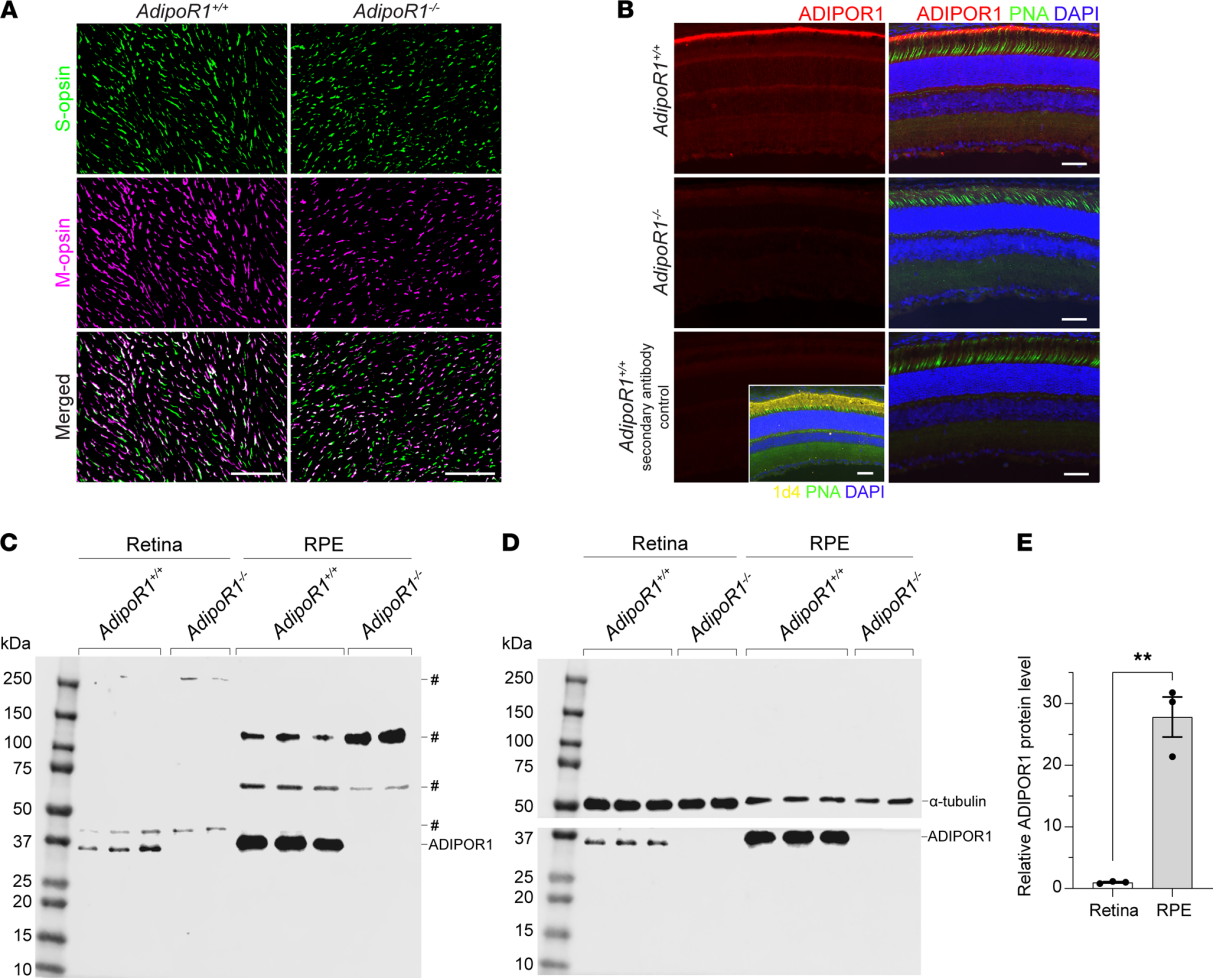
Expression of ADIPOR1 protein and cone opsins in 1-month-old *AdipoR1^–/–^* and WT mouse retinas. (**A**) Representative S-opsin and M-opsin staining of cones on retinal flatmounts from *AdipoR1^+/+^* and *AdipoR1^–/–^* mice. Images were collected from the ventral/nasal quadrant at 500–750 μm from the ONH. Scale bar: 50 μm. (**B**) IHC staining of a mouse retinal cross section with ADIPOR1 Ab (red) indicated the strongest ADIPOR1 expression at the interface between the RPE apical microvilli and the distal part of the photoreceptor OS. Cones were stained with PNA-fluorescein (green), and cell nuclei were stained with DAPI (blue). Inset on the lower-left panel of **B** shows rhodopsin staining with 1d4 Ab to confirm the integrity of the photoreceptor-RPE interface on the retinal cross sections used in the experiment. Scale bars: 20 µm. (**C** and **D**) Western blots of mouse neural retinas or RPE cells from 1-month-old *AdipoR1^–/–^* and WT mice, stained with ADIPOR1 Ab. Each lane represents the sample from an individual mouse, for which an equal amount of total protein was loaded. Nonspecific bands are labeled with #. (**D**) α-Tubulin Ab was used as a loading control (*n* = 3 for WT, *n* = 2 for KO). (**E**) Densitometric quantification of Western blots in **D**, normalized to α-tubulin. Statistical significance was determined by a 2-tailed Student’s *t* test; **P < 0.01.

**Figure 4:**
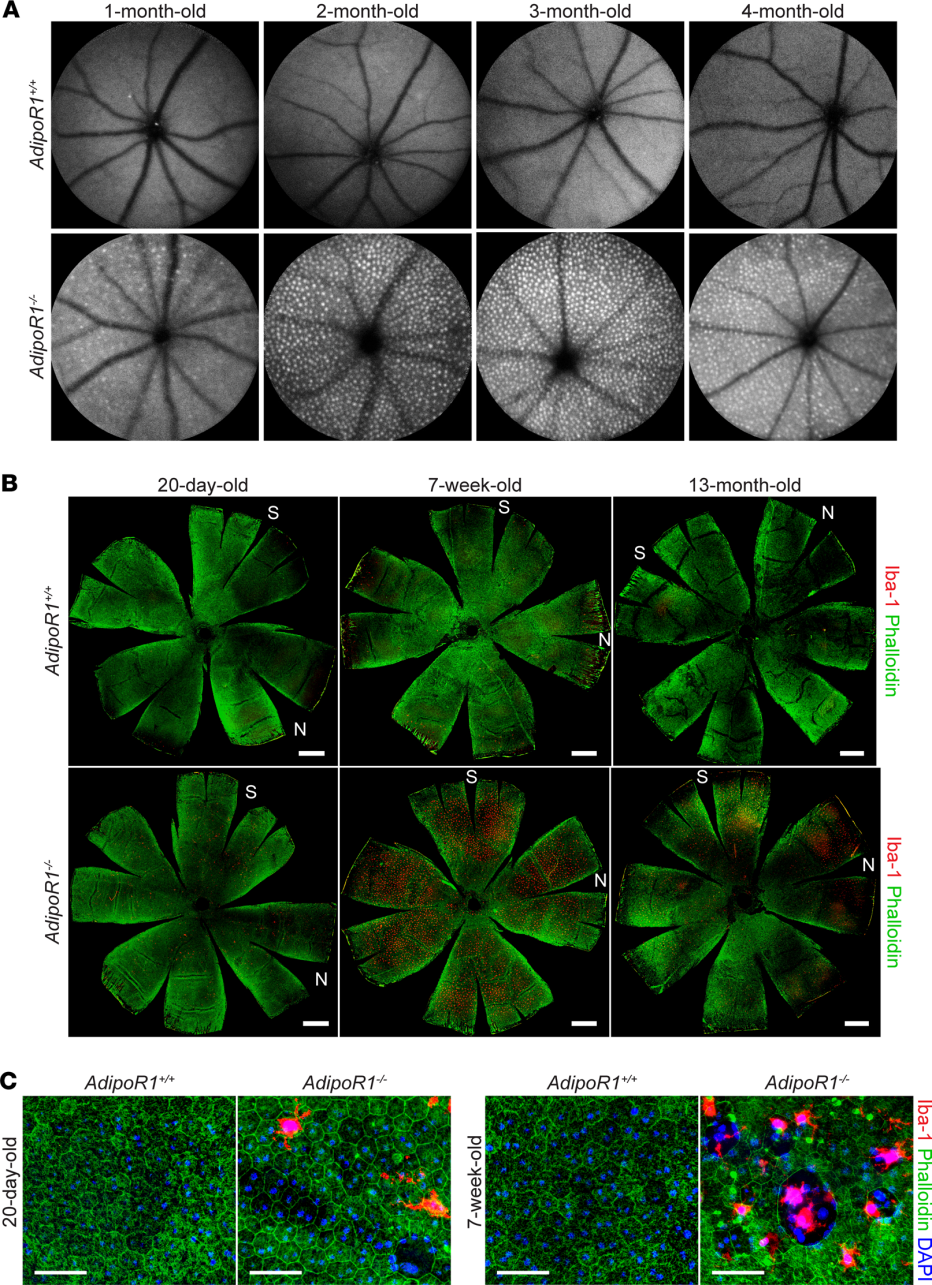
Microglia/macrophage infiltration to the subretinal space in *AdipoR1^–/–^* mice. (**A**) Representative SLO images showing autofluorescent spots that could result from macrophages/microglia infiltrating the subretinal space in the eye fundus of *AdipoR1*^–/–^ mice. (**B**) Representative Iba1 (red) and phalloidin (green) staining on the RPE eyecup flatmounts of *AdipoR1*^–/–^ mice showing a massive influx of macrophage/microglia toward the photoreceptor-RPE interface. S and N represent superior and nasal retinal quadrants, respectively. Scale bar: 500 μm. (**C**) Higher magnification of the RPE wholemount from **B** additionally shows broken epithelial barriers observed throughout the RPE in 7-week-old *AdipoR1*^–/–^ mice. Images were taken from the range of 500 μm to 2000 μm from the ONH. Scale bar: 50 μm.

**Figure 5:**
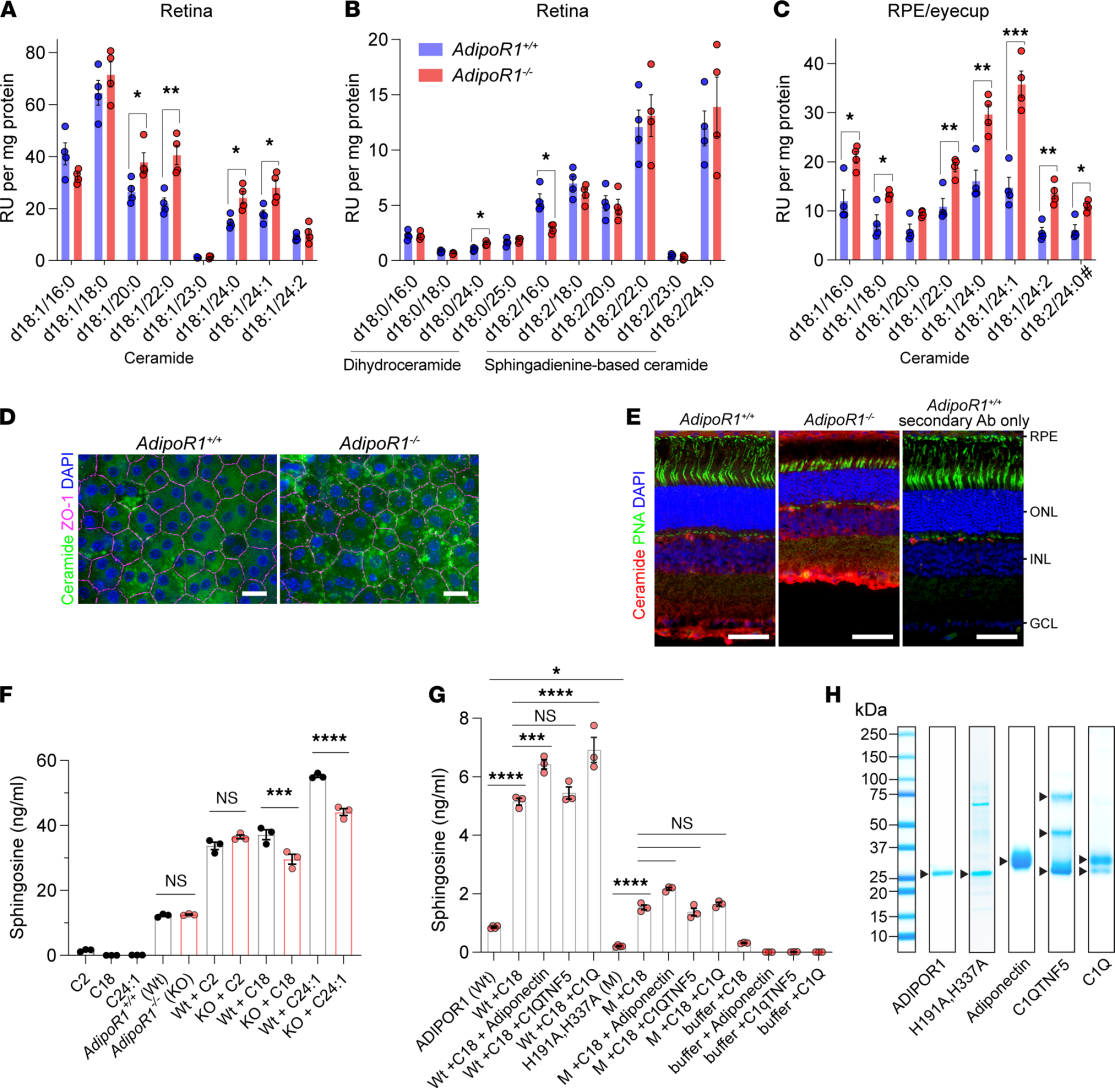
Accumulation of ceramides in the retina and RPE eyecup of *AdipoR1^–/–^* mice, and the ceramidase activity of ADIPOR1. (**A**–**C**) Ceramides were quantified by LC-MS in the retina (**A** and **B**) and RPE eyecup (**C**) of 4-week-old *AdipoR1^+/+^* and *AdipoR1*^–/–^ mice. Data represent the mean ± SEM; *n* = 4 for each genotype. The statistical significance was determined by the 2-tailed unequal variance (Welch) *t* test; *P < 0.05, **P < 0.01, ***P < 0.001. (**D**) En face images of ceramide staining (green) in RPE flatmounts of 4-week-old *AdipoR1^+/+^* and *AdipoR1^–/–^* mice. The tight junction protein ZO-1 (purple) demarcates cell boundaries. Scale bar: 20 μm. (**E**) Cross sections of the *AdipoR1^+/+^* and *AdipoR1*^–/–^ mouse retinas stained with ceramide Ab (red). Cones were stained with PNA-fluorescein (green), and cell nuclei were stained with DAPI (blue). Scale bar: 50 μm. (**F**) Enzymatic assay performed on the whole eye lysates from *AdipoR1^+/+^* and *AdipoR1*^–/–^ mice, using ceramide C2, C18, or C24:1 as substrates. (**G**) The enzymatic assay was performed with purified mouse ADIPOR1 (WT) or with the H191A,H337A-mutant (M) of ADIPOR1, using ceramide C18 as a substrate. The ceramidase activity was compared with or without adding high-molecular-weight fractions of recombinant mouse adiponectin, recombinant human C1QTNF5, or native mouse C1Q. Detected sphingosine (d18:1) values were normalized to internal standard (sphingosine-d7). The data (mean ± SEM) in **F** and **G** are representative of 3 independent experiments performed in 3 or 4 replicates. (**H**) Coomassie-stained reducing SDS-PAGE analysis of the proteins used in the assay shown in **G**. In **F** and **G**, statistical significance was determined by 1-way ANOVA followed by Sidak’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
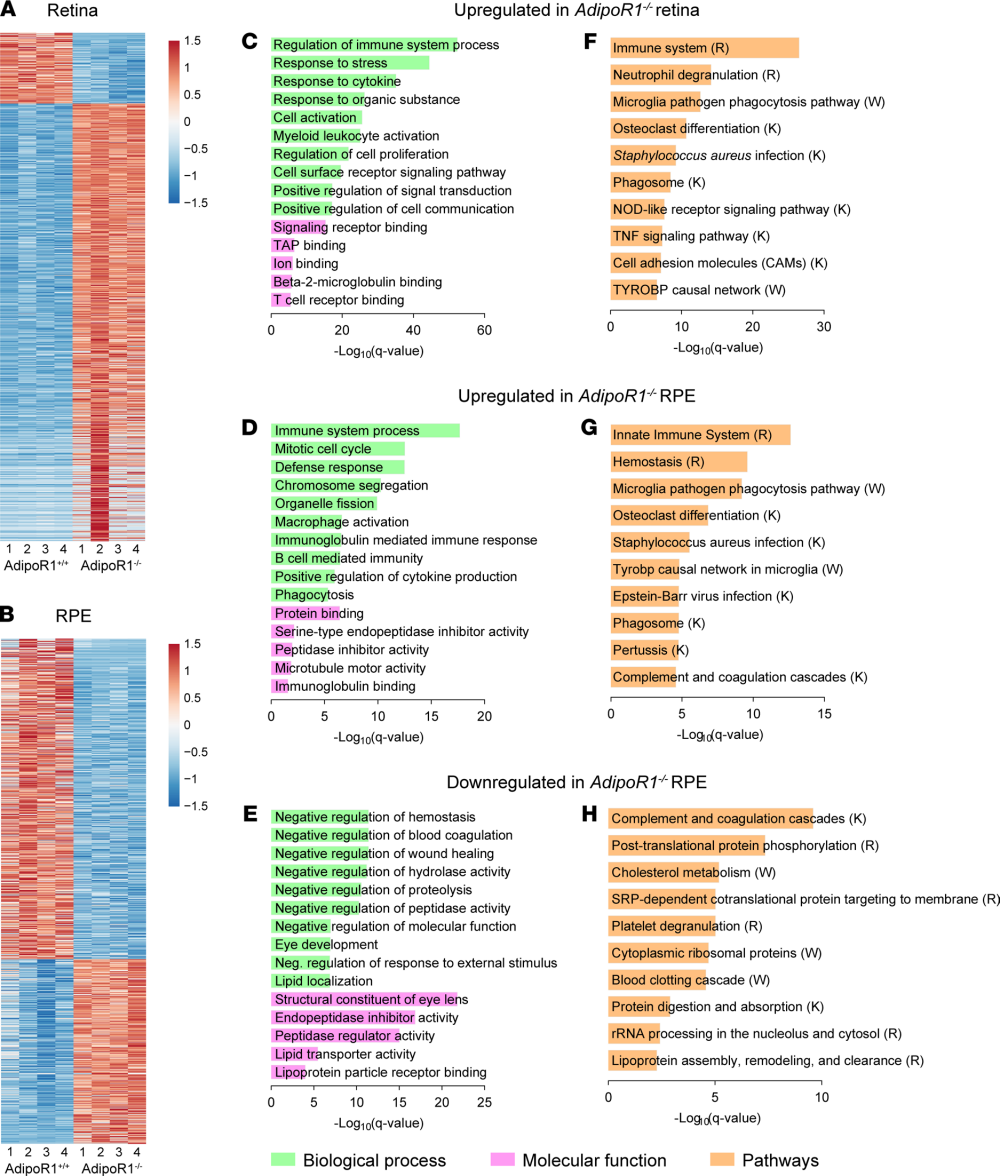
Bulk RNA-Seq analysis of the retina and RPE from *AdipoR1^–/–^*. (**A** and **B**) Heatmaps of population RNA-Seq data, showing all the differentially expressed genes (DEGs) for *AdipoR1^–/–^* versus WT mice in the retina (**A**) and RPE (**B**). Color bars show the relative gene expression values (*n* = 4 mice, at P30). (**C**–**E**) Top GO terms (biological process and molecular function) linked to DEGs in the retina and RPE of *AdipoR1^–/–^* mice. (**F**–**H**) Top pathways linked to DEGs in the retina and RPE of *AdipoR1^–/–^* mice. R, Reactome; K, KEGG; W, Wikipathways.

**Figure 7:**
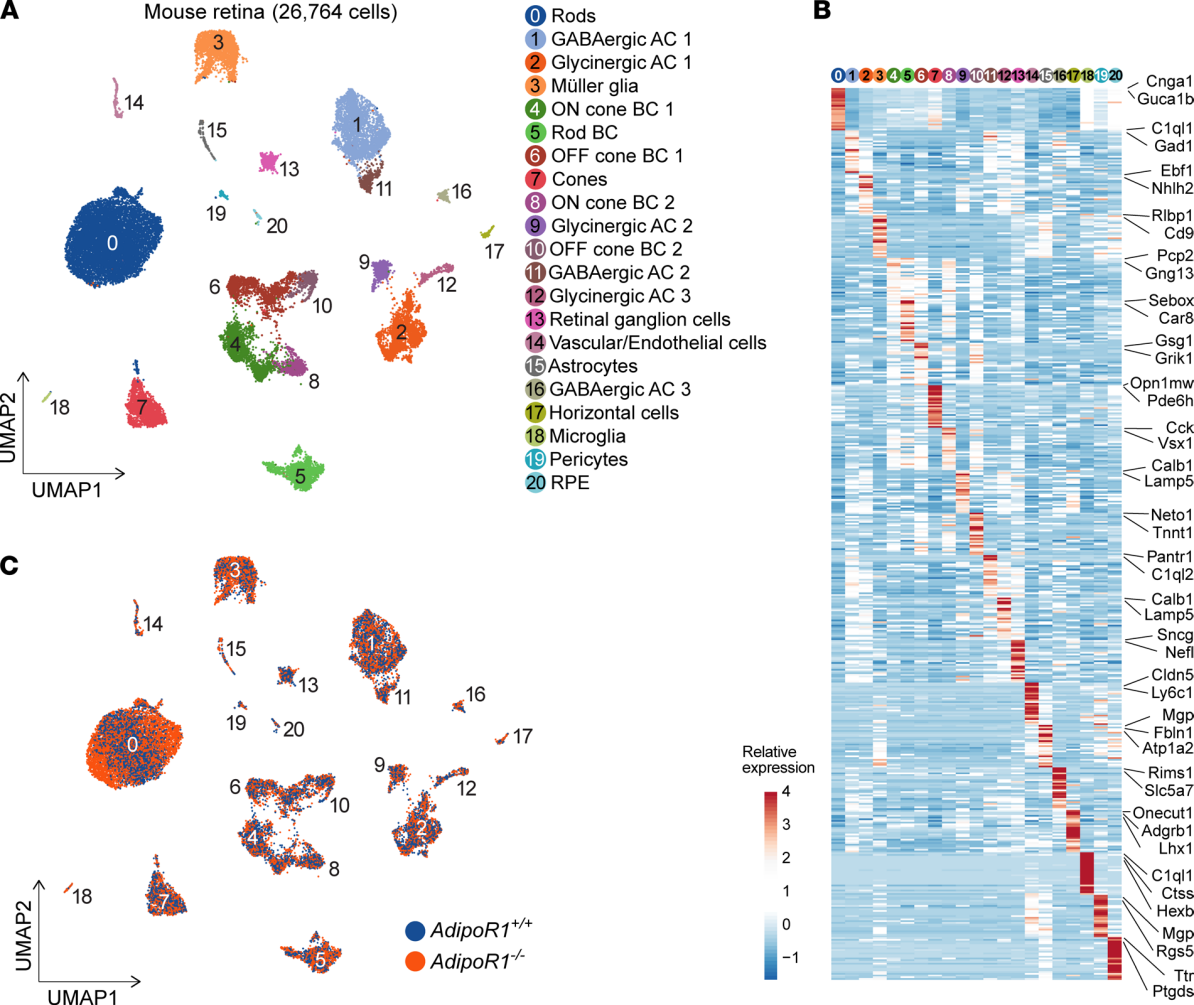
Single-cell RNA-Seq analysis of *AdipoR1^–/–^* and WT retinas at P19, P25, and P30. (**A**) Clustering of retinal cell types obtained from both *AdipoR1^–/–^* and *AdipoR1^+/+^* mice at P19, P25, and P30 (*n* = 12; 2 mice for each time point and genotype). (**B**) Characterization of clusters: cell annotation and DEGs specific to clusters (shown on the right). The color bar indicates the relative expression values. (**C**) Clustered cells were color-coded according to genotype: *AdipoR1^+/+^* labeled blue and *AdipoR1^–/–^* colored orange. GABAergic, γ-aminobutyric acid–releasing; AC, amacrine cells; BC, bipolar cells.

**Figure 8:**
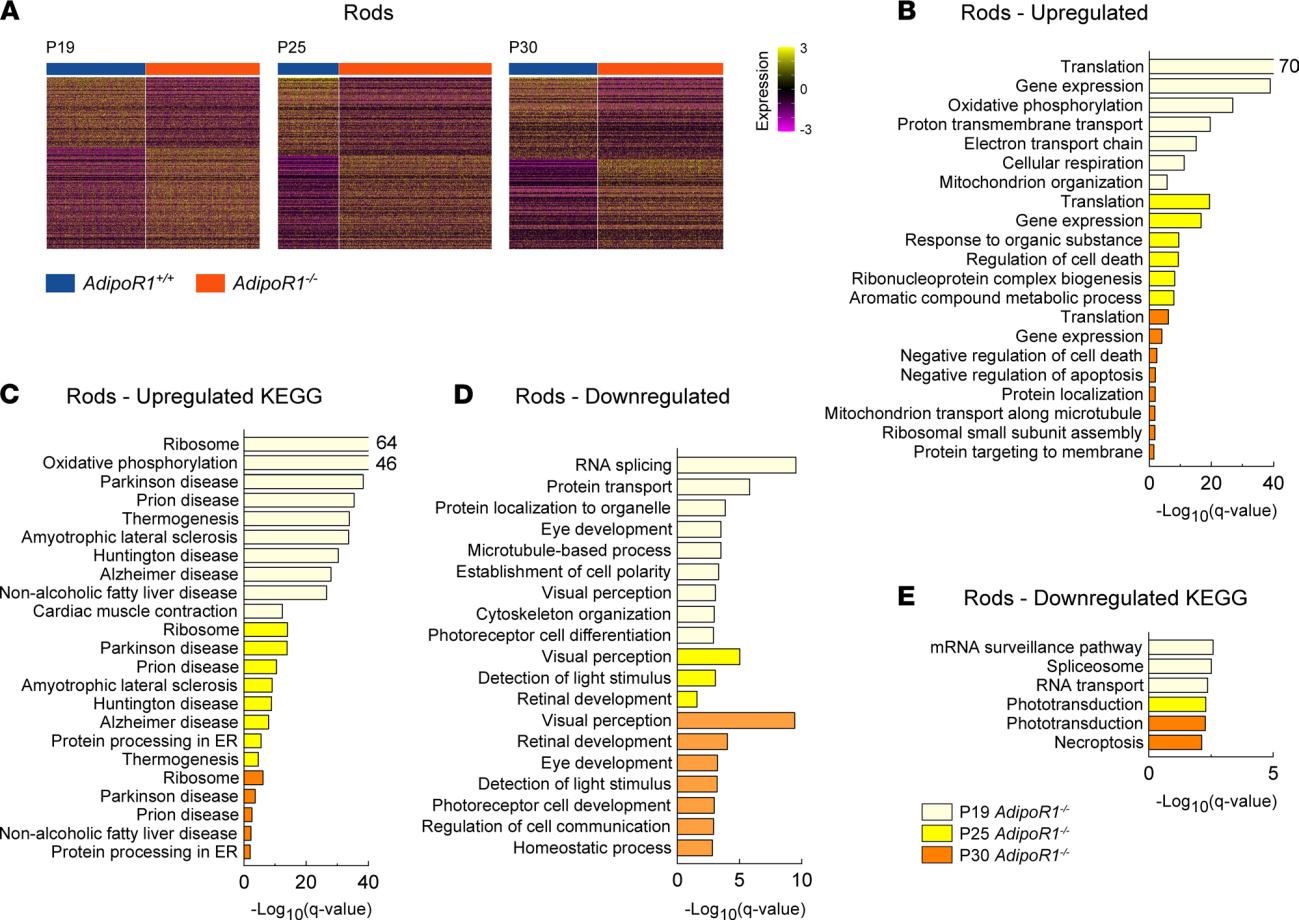
Transcriptome analysis of rod photoreceptors in *AdipoR1^–/–^* and WT mice at P19, P25, and P30. (**A**) DEGs in rods of *AdipoR1^+/+^* (blue) and *AdipoR1*^–/–^ (orange) mice at P19, P25, and P30 (*n* = 12; 2 mice for each time point and genotype). (**B** and **D**) The most enriched GO terms (biological processes). (**C** and **E**) Top KEGG pathways found in rods based on DEGs shown in **A**.

**Figure 9:**
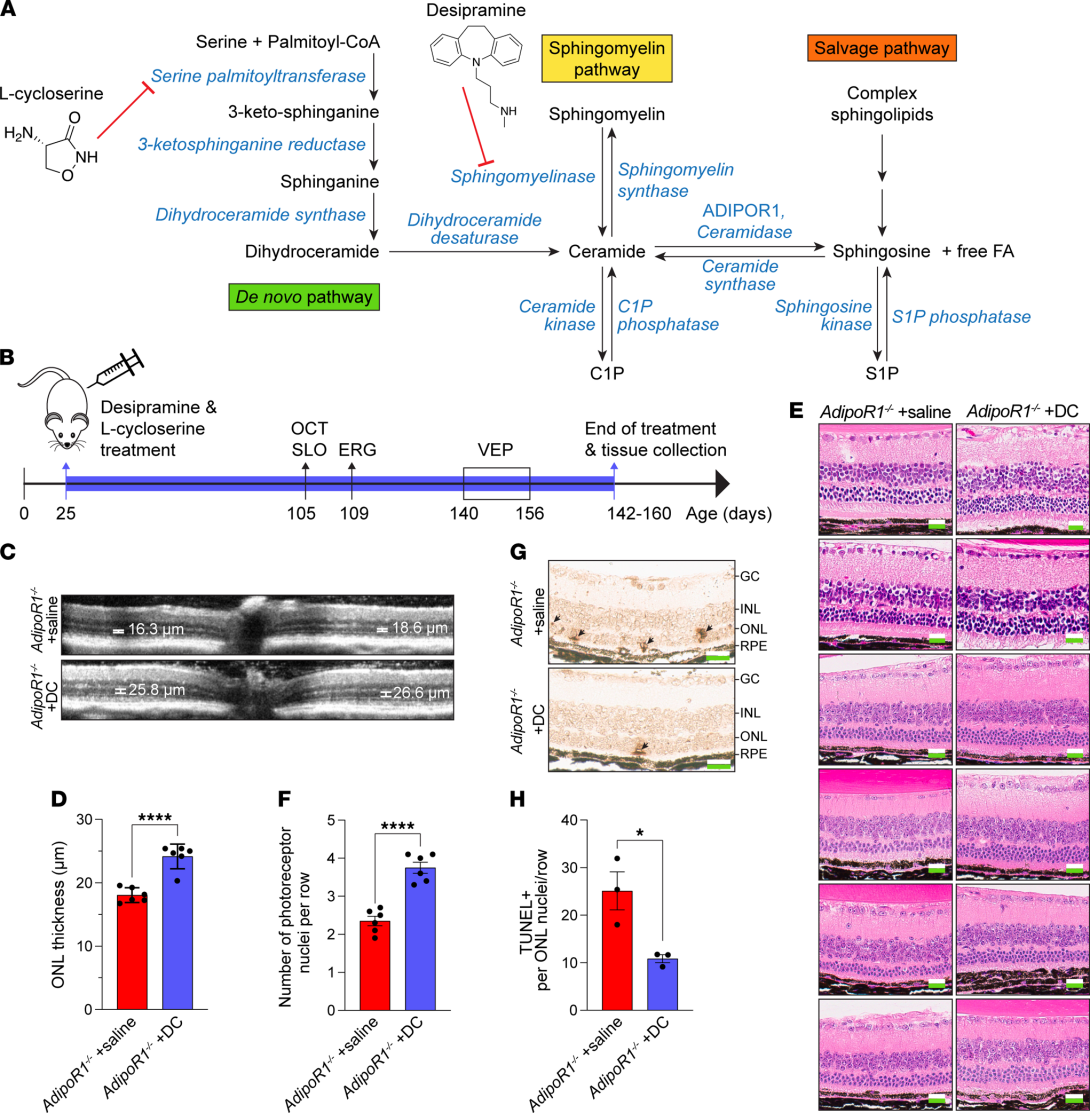
I.p. injection of desipramine/L-cycloserine (DC) cocktail increased photoreceptor survival in *AdipoR1^–/–^* mice. (**A**) Depictions of pharmacological inhibition of the ceramide de novo synthesis (left) and sphingomyelinase pathways (right) with L-cycloserine and desipramine, respectively. (**B**) Experimental protocol outline: 2 groups of *AdipoR1^–/–^* mice (*n* = 6) were treated with saline or DC 3 times a week, starting from P25 to P142–P160 (~17–19 weeks). At P105, OCT and SLO measurements were done; at P109, ERG measurements were done; and at P140–P156, VEP measurements were performed. After VEP analysis, the mice were euthanized, and their eyes were collected for histology and MS analyses. (**C**) Representative OCT images are shown of retinas from saline-treated and DC-treated *AdipoR1*^–/–^ mice at P105 (after ~11-week treatment). White calipers at the inferior and superior aspects of the section indicate the ONL thickness measured 500 μm from the ONH. (**D**) The average ONL thickness of both eyes is shown (*n* = 6). (**E**) H&E-stained sections of retinas from saline- or DC-treated *AdipoR1*^–/–^ mice, demonstrating a higher number of photoreceptor nuclei per row in the DC-treated group. (**F**) Data from **E** quantified. Images were taken 500–750 μm from the ONH (*n* = 6). Scale bar: 20 μm. (**G**) TUNEL staining of the retinal histologic section, showing a decreased number of TUNEL^+^, apoptotic photoreceptor nuclei in the DC- versus saline-treated *AdipoR1*^–/–^ mice (dark brown nuclei, marked by arrows). Scale bar: 20 μm. (**H**) Quantification of the TUNEL^+^ nuclei averaged from 3 sections per mouse (*n* = 3). In **D**, **F**, and **H**, data represent the mean ± SEM, and the statistical significance was determined by the 2-tailed Student’s *t* test; *P < 0.05, ****P < 0.0001.

**Figure 10:**
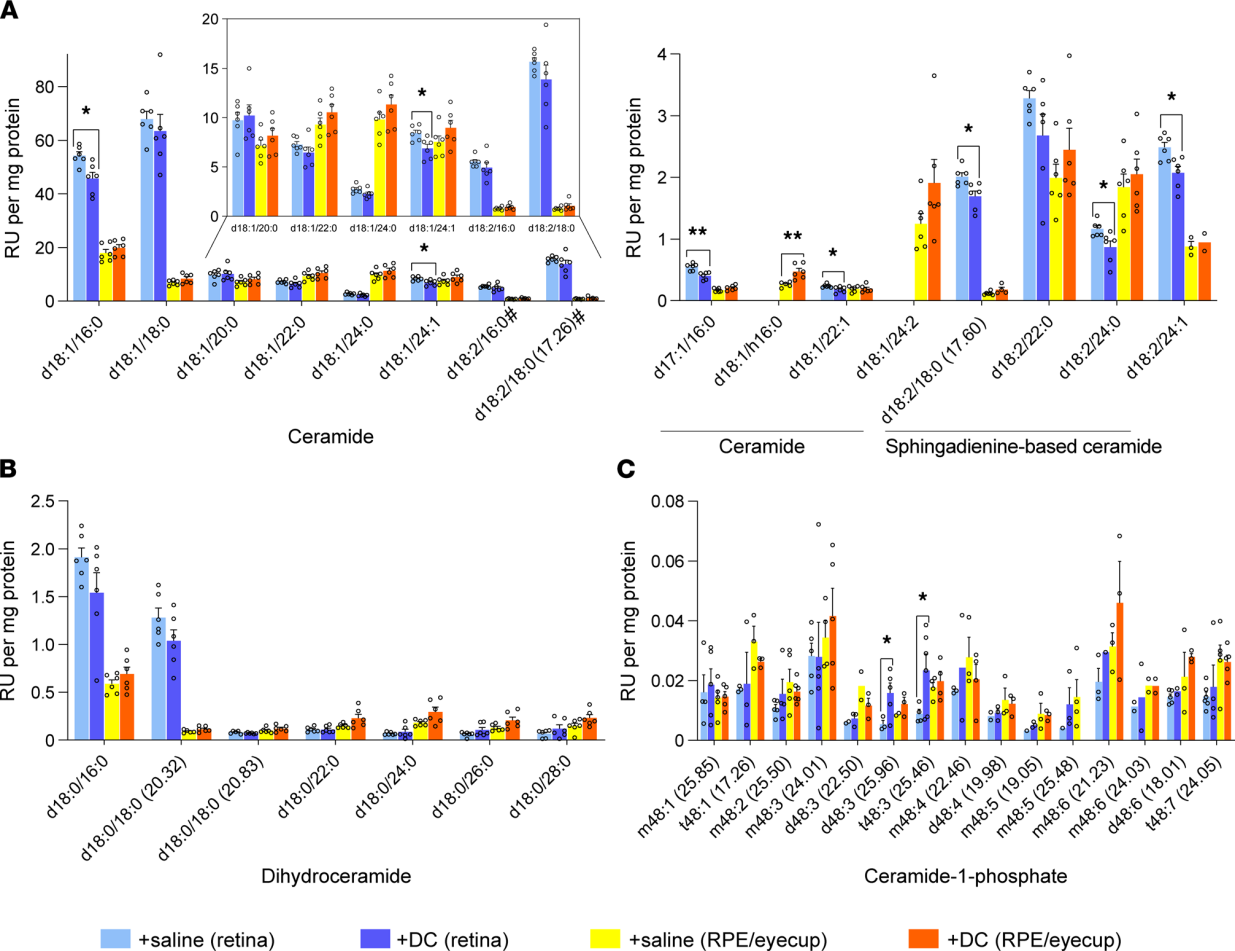
Desipramine/L-cycloserine (DC) treatment lowers ceramide levels in the retinas of *AdipoR1^–/–^* mice. Two groups of *AdipoR1*^–/–^ mice were i.p.-injected with either saline or DC 3 times a week for ~17–19 weeks. After treatment, ceramides in the neural retinas and RPE eyecups were quantified by LC-MS. (**A**–**C**) Ceramides and sphingadienine-based ceramides (on the left chart marked with #) (**A**), dihydroceramides (**B**), and ceramide-1-phosphate species (**C**) are shown. Numbers in parentheses indicate the retention times in minutes. Data represent mean ± SEM; *n* = 6 for both groups. Statistical significance was determined by the 2-tailed unequal variance (Welch) *t* test; *P < 0.05, **P < 0.01.

**Figure 11:**
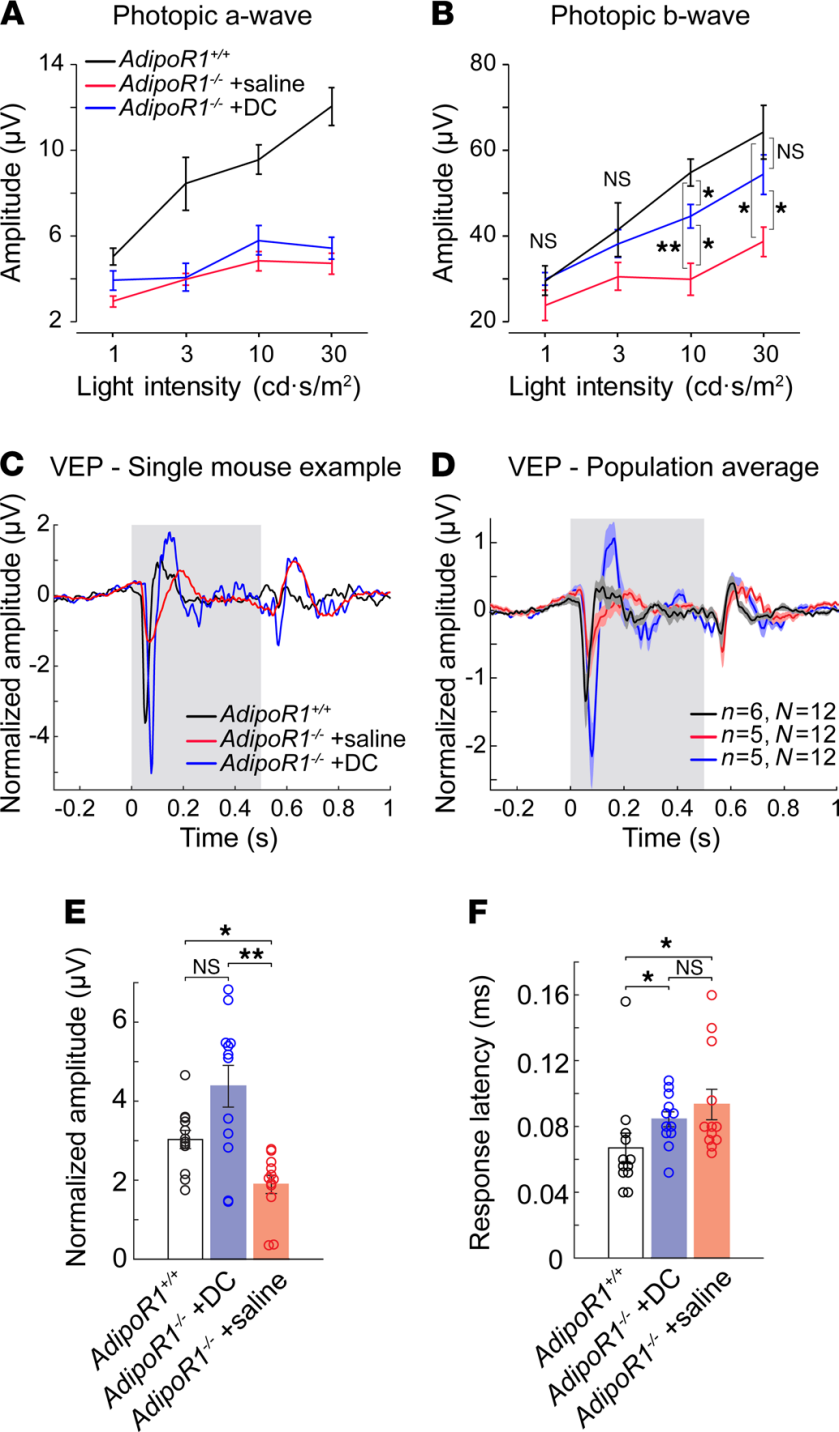
Desipramine/L-cycloserine (DC) treatment restores balance to the visual system in *AdipoR1*^–/–^ mice. (**A** and **B**) ERG recordings of photopic a-wave amplitudes (**A**) and b-wave amplitudes (**B**) in *AdipoR1^+/+^* or *AdipoR1*^–/–^ mice treated with saline or DC for 12 weeks (*n* = 6 for all groups). DC or saline was administered 3 times a week by i.p. injection. (**C**) Examples of the flash evoked potentials (VEP) from a single *AdipoR1^+/+^* mouse (black), DC-treated *AdipoR1*^–/–^ mouse (blue), and saline-treated *AdipoR1*^–/–^ mouse (red). (**D**) Population average for each group. *n* indicates the number of animals used, and *N* indicates the number of recording sites used for statistics. (**E**) Comparison of the average VEP amplitudes. (**F**) Comparison of the response latencies for each animal group. All data are mean with SEM. In **A** and **B**, statistical significance was determined with repeated measures 2-way ANOVA, followed by Sidak’s post hoc correction. In **E** and **F**, Kruskall-Wallis analysis followed by Dunn-Sidak multiple comparison correction was used; *P < 0.05, **P < 0.01.

**Figure 12:**
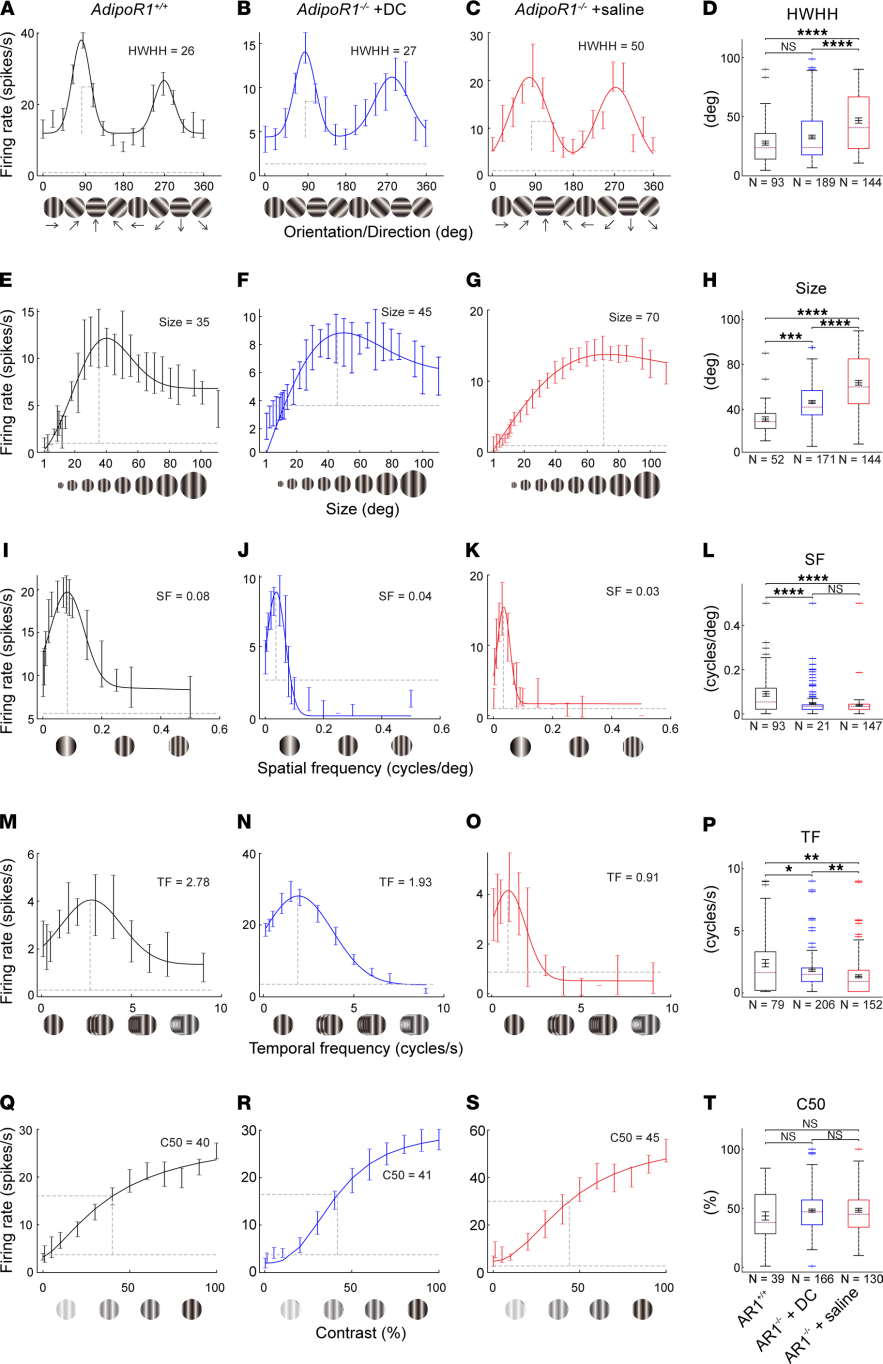
Comparison of V1 neuron tuning curves in response to drifting gratings. (**A**–**C**) Single neuron orientation tuning curves are shown from control *AdipoR1^+/+^* (**A**), DC-treated *AdipoR1^–/–^* (**B**), and saline-treated *AdipoR1^–/–^* mice (**C**). (**D**) Comparison of orientation tuning width (HWHH) across the 3 groups. (**E**–**T**) Representative tuning curves are shown for each group and comparisons of population averages for stimulus size (**E**–**H**), spatial frequency (SF) (**I**–**L**), temporal frequency (TF) (**M**–**P**), and contrast (**Q**–**T**). The horizontal dashed lines indicate background activity; the vertical dashed lines indicate optimal parameters. For all panels, *n* = 6 for *AdipoR1^+/+^*, and *n* = 5 for both *AdipoR1^–/–^* groups. *N* indicates the number of cells. Boxes extend from the 25th to the 75th percentiles. The dashed purple line indicates the median. Error bars inside the boxes indicate mean ± SEM. The whiskers extend to the most extreme data points that are not considered outliers; crosses beyond whiskers indicate outlying values. Statistical significance was determined with Kruskall-Wallis analysis followed by Dunn-Sidak multiple comparison correction; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

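Bulk RNA-Seq libraries of the retina and the RPE of WT and AdipoR1–/– (KO) mice at P30, with 4 libraries per genotype and tissue, and single-cell libraries of the retina and RPE at P19, P25 and P30, with 1 library per genotype and age, were analysed. Samples were grouped by the genotype, tissue, age and replicate number that the labels give. The human and mouse single-cell data of Supplemental Figure 4 were not analysed here, since no library of that experiment was identified.

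For the bulk libraries, the authors deposited raw counts of reads per gene, 1 column per library and not normalized. The counting program, the aligner, the genome build and the annotation are not given in the sources used here. Gene symbols were looked up by identifier in GENCODE M21, which holds 53620 of the 53801 identifiers, and 181 had no symbol. This annotation may differ from the one the authors used, so it served for names, exon lengths and the order of genes along a chromosome only. For the single cells, the authors deposited values on a natural log scale, taken after scaling each cell to 10000. After 1 inverse step the values of every cell summed to 10000, and 66.67% of them were whole to within 0.01. After 2 inverse steps 99.99998% were whole, and in 7 cells at least 1 value was not. The recovered UMI counts were used for every sum over cells. The cell filters of the authors are not given in the sources used here.

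Bulk counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Genes were filtered with edgeR's default filter on low counts, libraries were scaled with TMM, and genotypes were compared within each tissue with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A DEG had an adjusted p below 0.05 and a fold change of at least 1.5. The difference between tissues was the interaction of genotype and tissue over all bulk libraries. Gene lists with at least 5 tested members were tested with camera on voom values, with a preset correlation of 0.01 between genes, and the members among the DEGs were counted against all genes tested with Fisher's exact test, one-sided. Single cells were processed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Cells were clustered on 30 principal components of 2000 highly variable genes, with 15 neighbors and a Leiden resolution of 1.0. The removal of genotype differences that the paper describes was not applied, because its text does not name the method. A class was used where at least 50 of its cells were in each library compared. Rod counts were summed per library and compared as log2 ratios with a prior count of 0.5, over genes with at least 20 UMIs in both rod groups together. Intervals at 95% cover counting error only, from 1000 resamplings for a list and from the exact Poisson or binomial distribution for a gene or a share. The median of a list was placed among 10000 random lists of as many genes matched on mean expression in 20 bins. With 1 library per genotype and age, no test was made at a single age.

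The gene lists, the marker genes of cell classes, the tests, the rule for named genes and the alternatives were chosen before the data were examined, apart from those named as added. That plan used edgeR's quasi-likelihood test for rods over the ages and assumed raw counts. Because the deposited values are logarithms, limma-trend on log2 CPM with a prior count of 2 and with age in the model took its place, with 2 residual degrees of freedom, and edgeR on the recovered UMI counts was added as an alternative. A doublet caller was planned, but its threshold marked almost no cells, so it was not used, and leaving out the 5% of cells with the highest doublet score was tried in its place. The clustering moves with the last digits of the arithmetic: a repeat with other kernels of the linear algebra library placed some boundaries elsewhere, and a cluster of deep KO P25 cells that is named as rods here, cluster 35, was then left unnamed. Without it, medians of rods at P25 move, and that of the mitochondrially encoded genes changes sign. The kernel is fixed here so that a rerun gives the same clusters, and leaving out the 5% of rods with the most UMIs in each library, or cluster 35, was added as an alternative. The rod gene level as a covariate in the RPE was added after the rod gene levels were seen. The named genes are the 5 DEGs up and the 5 down in each tissue with the largest absolute log2 fold change, among those with a mean of at least 1 CPM whose KO values all lie on one side of the WT values; genes that the study names for mice; ceramidases; the 3 members with the smallest p of each list discussed in bulk, or with the most UMIs in rods; and in rods the 5 genes up and the 5 down with the largest log2 ratio at P19, among those with at least 200 UMIs and the same direction at every age. Xist and Ddx3y were examined to check the libraries, and other genes named in the closing part were chosen after their values were seen. Results of some single genes under this rule are not reported here.

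Whether libraries with the same replicate number deviate together was checked, since the labels do not say that numbers pair them. Within a tissue, the correlation over genes of the deviations of WT and KO libraries with one number was between 0.157 and 0.218 in the retina and between 0.287 and 0.655 in the RPE. Libraries with different numbers lay between -0.216 and 0.173 in the retina, positive only within replicates 1 and 2 and within 3 and 4, and between -0.642 and 0.617 in the RPE, positive only within replicates 1 and 4 and within 2 and 3. Libraries thus deviate together across a pair of numbers and not by each number alone. Genes are not independent replicates, and these correlations describe the libraries only. In every group replicates 1 and 2 had Ddx3y counts and replicates 3 and 4 had Xist counts, so the number goes with the sex of the mice, balanced between genotypes, which matches the grouping of the retina libraries and not that of the RPE libraries. Retina and RPE libraries of one genotype and number correlated between 0.017 and 0.259 in KO mice and between 0.099 and 0.182 in WT mice, and those of different numbers up to 0.224 in KO mice and 0.08 in WT mice.

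Each step was tested on simulated data. Of 200 genes changed 2-fold, the retina comparison recovered 97% and called 1 unchanged gene among 19181 genes, the RPE comparison recovered 51% and called 4 among 18738, and the comparison of rods over the ages recovered 96% and called 10 among 9571. Of 268525 counts drawn for single cells, 100.0% came back from the inverse steps, a list of changed genes had a median log2 ratio of 0.98 at percentile 100 and a list of unchanged genes had -0.09 at percentile 6.55. The alternatives tried were other normalizations, low count filters, tools, thresholds and set tests, the replicate block, both tissues in a single fit, other cluster settings, rods chosen by marker score, rods thinned to 500 UMIs, means over cells in place of sums, and each library or age left out in turn.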

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

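In this part, the tests of neural retina genes in the RPE, of RPE DEGs with the rod gene level in the model, and of other splits of the genotype labels for the difference between tissues were chosen only after the result was seen.

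Single libraries stood far from the other libraries of their group in 3 of 48 groups, where chance alone gives 2.4. WT retina replicate 2 had a mean of 2.81 log2 CPM over MHC class I genes, against 2.52 to 2.53 in the others, and 2.26 over reactive gliosis genes, against 2.13. WT RPE replicate 3 had 3.83 over non-collagen protein digestion and absorption genes, against 4.12 to 4.17. Neither a technical nor a biological explanation was tested for these.

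The effect of the genotype differed between retina and RPE in 1863 genes. Of 35 splits of the genotype labels kept the same in both tissues, only the real one gave as many. The split with replicates 1 and 4 of both genotypes on one side, which parts replicates by number and not by genotype, gave 1826. All other splits gave 0. With a replicate left out the real split gave 1183 to 2093 genes, and with the replicate block 1260. The margin over the split by number is within this spread, so chance stays open for the count. The KO effect in the RPE minus that in the retina had a median log2 value of -0.72 for microglia and phagocytes, -0.56 for MHC class I, -0.90 for cytokines, -1.58 for gliosis, -0.79 for complement and coagulation, -2.84 for liver-type plasma proteins, -0.29 for lipid transport and -0.45 for FAM20C-type phosphoproteins. It was 0.69 for nuclear division, 0.68 for mitotic kinesins, 0.080 for nuclear-encoded and 0.42 for mitochondrially encoded oxidative phosphorylation, 0.12 for splicing factors, 0.15 for the proteasome and 0.084 for protein processing in the endoplasmic reticulum. A difference in cell composition between the tissues is a biological explanation that stays open as untested.

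In the retina, lists outside the processes that the paper discusses for it also changed. The medians, with the genes past an adjusted p of 0.05 by edgeR over all genes and adjusted over the list alone, were 0.61 for complement and coagulation (23 and 23), 0.23 for FAM20C-type phosphoproteins (34 and 41), 0.34 for collagens (23 and 28), 0.10 for non-collagen protein digestion (10 and 10), -0.075 for nuclear-encoded (16 and 11) and -0.41 for mitochondrially encoded (10 and 10) oxidative phosphorylation, -0.11 for splicing factors (33 and 35) and -0.73 for rod phototransduction (38 and 38). Under fry nuclear-encoded oxidative phosphorylation was not past the threshold (adjusted p = 0.071) and the others were. With an estimated correlation, FAM20C-type phosphoproteins (adjusted p = 0.17 from camera), collagens (0.60), non-collagen digestion (0.44), nuclear-encoded (0.81) and mitochondrially encoded (0.40) oxidative phosphorylation were no longer past the threshold. With libraries scaled by their totals alone, collagens and non-collagen digestion were at 0.056 and nuclear-encoded oxidative phosphorylation at 0.40, and without WT replicate 1 non-collagen digestion was at 0.058. No technical explanation was tested for these lists. The paper reports a thinner outer nuclear layer with fewer photoreceptor nuclei in KO mice at 1 month. A loss of rods therefore goes with the fall of rod phototransduction genes in the retina. A fall of these genes within rods stays open beside it, since the parts were not separated.

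In the RPE, rod phototransduction genes were lower with a median of -1.11 (adjusted p = 0.0069 from camera; 1 past the threshold by edgeR over all genes and 1 adjusted over the list alone), the proteasome was at 0.093 (4.2e-04 from camera) and RPE identity genes at -0.11 (0.034 from camera; 3 and 3). By edgeR 0 proteasome genes passed over all genes or adjusted over the list alone and 8 had an unadjusted p below 0.05, while DESeq2 found 3 and limma-voom 0. The rod genes were no longer past the threshold under fry (adjusted p = 0.68), with an estimated correlation (0.91), without KO replicate 1 (0.14), without KO replicate 4 (0.051), without WT replicate 2 (0.23) or without WT replicate 3 (0.29). The proteasome was not past it under fry (0.13) or with an estimated correlation (0.74). RPE identity was not under fry (0.49), with an estimated correlation (0.91), with a replicate block (0.058), without KO replicate 3 (0.11), without WT replicate 1 (0.16) or without WT replicate 4 (0.36). Less neural retina carried over into KO RPE samples is a candidate explanation for the rod genes. It was set before the values were seen that rod genes would then differ, and they did, at -1.11. Among 248 other neural retina genes that hardly change in KO retina, all were lower in KO RPE, with a median of -0.91. As the whole cause of the RPE changes it is argued against, since 909 of the 944 DEGs stayed DEGs with the rod gene level in the model. That model also moved the rod genes to a median of 0.03, and it called 1280 DEGs in all.

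Chance remains a candidate explanation for the number of RPE DEGs over all splits, since 2 of 35 gave as many. The other was the split of replicates 1 and 4 from 2 and 3, with 1258 DEGs, which is the grouping in which RPE libraries of both genotypes deviate together. Among the 8 splits that part all 4 pairs of replicate numbers, only the real one gave as many and the largest other gave 0. With the replicate block, the RPE had 934 DEGs, of which 784 were shared with those of the unblocked model.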

How the results depend on the processing

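In this part, the rod gene level in the model, edgeR on recovered UMI counts, and leaving out the cells with the highest doublet scores, the rods with the most UMIs or the rod cluster with the most UMIs per cell were chosen only after the data were seen; the other alternatives were planned.

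Of the alternatives set before the files were seen, for results at claims, 437 kept the direction and the side of the threshold or stayed within the error, 60 moved, 15 lost their call, 5 gained one and 1 reversed. Of those added, 42 stayed, 13 moved and 2 reversed. For single genes those set before gave 2075 that stayed, 41 that gained a call, 105 that lost one and 6 that moved, and those added gave 160 that stayed, 5 that gained a call, 4 that lost one and 2 that reversed. The planned removal of called doublets was not run, because almost no cell was called.

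In the retina, FDR alone gave 5990 DEGs (3144 up and 2846 down) and glmTreat gave 922 (701 up and 221 down), which follows from their thresholds. Library size alone gave 390 downregulated DEGs and the single fit of both tissues 282. In the RPE, glmTreat gave 287 (125 up and 162 down), the single fit of both tissues 1571 (727 up and 844 down), the DESeq2 Wald test 590 upregulated DEGs and the rod gene level in the model 584. Leaving out single libraries gave 563 to 1677 DEGs, 226 to 1076 up and 336 to 603 down. With each replicate left out, 1183 to 2093 genes differed between tissues. With the replicate block there were 1979 DEGs in the retina, 1896 shared, 934 in the RPE and 1260 genes for the difference between tissues. The block changed the list calls of crystallins, ciliary body, cone phototransduction, protein processing and RPE identity in the RPE, and no other list call. Apart from the thresholds, the cause was not tested.

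With an estimated correlation, camera gave adjusted p of 0.334 in the RPE for microglia, gliosis, nuclear division and mitotic kinesins, 0.377 for MHC class I, cytokines, lipid transport and plasma proteins, and 0.395 for lens fibre genes. Crystallins were at 1.7e-04 with the replicate block and between 0.0067 and 0.359 with libraries left out, and FAM20C-type phosphoproteins between 0.022 and 0.411. With at least 10 counts in every library, complement was at 4.4e-08 and plasma proteins at 0.189, on fewer genes. That filter can drop genes because they fell in KO RPE, so neither value judges the full list. With the rod gene level in the model, Opn1sw (log2 fold change 0.82) and Rdh8 (0.79) reversed in the RPE.

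In rods, the medians of ribosomal protein genes at P19 were 0.54 with TMM, 0.41 with means over cells and 0.66 without the deepest rods. At P25 they were 0.63 (TMM), 0.45 (thinned), 0.35 (means), 0.52 (without the deepest) and 0.39 (without the deep cluster), and at P30 0.18 (TMM), 0.18 (means) and 0.15 (without the deepest). For nuclear-encoded oxidative phosphorylation they were 0.53 (thinned), 0.20 (means) and 0.53 (without the deepest) at P19, 0.36 (thinned), 0.18 (means) and 0.285 (without the deep cluster) at P25, and 0.18 (TMM) and 0.15 (without the deepest) at P30. For mitochondrially encoded genes they were 0.38 (TMM), 0.39 (marker score), 0.36 (means) and 0.49 (without the deepest) at P19; 0.26 (TMM), 0.25 (without the top doublet scores) and 0.11 (means) at P25, with -0.012 (thinned), -0.010 (without the deepest) and -0.145 (without the deep cluster) reversed; and -0.22 (TMM), -0.18 (thinned), -0.074 (means) and -0.13 (without the deepest) at P30. Splicing factors were at 0.12 at P30 with TMM. Rod phototransduction was at -0.18 (TMM), -0.086 (thinned) and -0.067 (without the deepest) at P19, -0.17 (TMM), -0.17 (marker score) and -0.237 (without the deep cluster) at P25, and -0.28 (TMM) and -0.28 (means) at P30. Deep cells are a possible explanation for the moves at P25 and P30. The deepest 5% of rods held 17.7% of rod UMIs in the KO P25 library and 13.7% in the WT P25 library, and 20.2% in the WT P30 library and 13.6% in the KO P30 library.

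Rods over the ages gave 7 genes with no age block, 404 with DESeq2, 413 without P25 and 1367 without P30. Under fry, adjusted p was 0.182 for ribosomal protein and nuclear-encoded oxidative phosphorylation genes, 0.085 for rod phototransduction, 0.087 for the proteasome and 0.156 for protein processing. The cause was not tested. Per kilobase in WT retina, Adipor1 had 8.66 times the expression of Adipor2 and 6.91 times that of Asah1, which is the next ceramidase on that scale. After thinning, the share of WT rods with an Adipor1 UMI was 7.04 times that of Adipor2 at P25 and 11.1 times that of Asah1 at P30.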

Differences from the paper's values

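In this part, the rod gene level in the model was chosen only after the result was seen, and every other alternative named here was set before the data were examined.

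In the retina, 589 DEGs were downregulated, and the paper's value is 290. Library size only (390), glmTreat (221) and both tissues in a single fit (282) come within 1.5 times of the paper's value, and every other alternative, with each library left out included, does not. These were 30.3% of the DEGs, against the paper's 18.3%; library size only (17.8%), no low count filter (27.1%), glmTreat (24%), both tissues in a single fit (20.1%) and the set without KO replicate 3 (27.1%) come within 1.5 times, and the others do not.

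In the RPE there were 944 DEGs, and the paper's value is 1746. The DESeq2 Wald test (1356), FDR alone (1278), both tissues in a single fit (1571) and the set without WT replicate 1 (1677) come within 1.5 times, and the others set before do not. Of these 383 were upregulated, against the paper's 712, and 561 downregulated, against the paper's 1034. The DESeq2 Wald test (590 and 766), FDR alone (539 and 739) and both tissues in a single fit (727 and 844) come within 1.5 times of both, and the others set before of neither. The rod gene level in the model, chosen after seeing the values, gave 1280 DEGs, 584 up and 696 down, which also come within 1.5 times of the paper's values; it kept 909 of the 944 DEGs, and how many of the paper's own DEGs it drops was not analysed here.

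The RPE had 51.5% fewer DEGs than the retina (-51.5%), where the paper gives over 10% more. The ratio of downregulated DEGs in the RPE to those in the retina was 0.952, against the paper's 3.6, and that of upregulated DEGs in the retina to those in the RPE 3.54, against the paper's 1.5. Both tissues in a single fit gives 11.7% more, 2.99 and 1.55, and is the only alternative within 1.5 times for all of these; without WT replicate 1 the last ratio is 1.18, also within 1.5 times.

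There were 37 clusters of cells, and the paper's value is 21. A resolution of 0.5 (29) and 15 principal components (29) come within 1.5 times, and a resolution of 2.0 (51) does not. The paper removed genotype differences first and these clusters were made without that step.

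The paper states that genes of protein digestion and absorption fell in KO RPE. Collagens had a median log2 fold change of 0.12 and the other genes of the list 0.08, with adjusted p of 0.74 and 0.57 from limma's camera, with 2 collagens and 1 other gene downregulated DEGs and 1 collagen upregulated. The paper states that RNA splicing was repressed in KO rods. The medians of splicing factors were -0.02 at P19, 0.07 at P25 and 0.06 at P30, and 44 of 81 were lower at P19. The paper places RPE cells next after rods in expression of the receptor in mice. In the libraries here, which may not be those behind that statement, RPE cells had 49.4 CPM at P19 (95% counting interval 35.9 to 66.2, from 44 UMIs) and ranked 10 among classes, and rods ranked highest. It also states that Adipor1 was the most highly expressed ceramide hydrolase in mice, which holds in rods at each age, while in RPE cells at P19 Asah1 had 60.6 CPM (45.5 to 79.0), an interval that overlaps that of Adipor1. In the bulk WT RPE, with libraries scaled over all genes without the low count filter, Adipor1 was higher in the mean, with 407.5 CPM against 113.8 CPM for Asah1 and 360.5 CPM for Adipor2, though in WT replicate 4 Adipor2 was above it (408.2 against 361.5 CPM).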

Other observations

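In this part, the tests of DEGs near Adipor1, of ribosomal protein genes in rods at P25, also without the class that rose most, and at P30, and of rod phototransduction genes in rods at P19 and P25 were chosen only after the result was seen.

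The rise of organelle fission genes in KO RPE was set against nuclear division genes alone, which had a median log2 fold change of 1.04, while mitochondrial and peroxisomal fission genes had -0.04. The rise of microtubule motor genes was set against mitotic kinesins, at 0.97, while transport kinesins and dyneins had -0.10. Both sets of values argue for cell division genes as the part that rose. Which cells divide was not tested. For protein digestion and absorption, collagens as the source of a fall remain open, since their median was 0.12. Lens tissue carried over into WT RPE samples is a candidate explanation for the fall of crystallins, since the 6 tested lens fibre genes other than crystallins fell as well, with a median log2 fold change of -1.30. A change within the RPE stays open. Ciliary body tissue in WT samples would make genes lower in KO RPE. As the cause for the whole complement and coagulation list it is argued against, since 32 of 55 were higher and 11 were upregulated DEGs. For the 23 that were lower, with 13 downregulated DEGs, such tissue cannot be told apart from a change in the RPE. Ciliary body genes had a median of -1.001 with an adjusted p of 0.18 from limma's camera, 0.043 with the replicate block and 5.3e-04 without WT replicate 3. By edgeR 0 of these 9 genes passed an adjusted p of 0.05 over all genes or adjusted over the list alone and 1 had an unadjusted p below 0.05, while DESeq2 found 1 and limma-voom 0.

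In rods, a shift of the whole KO library as the cause of the rise of ribosomal protein genes is argued against at P19, where the highest median among the other classes was 0.30 and rods stood at 0.59. At P25 a shift shared by all classes is argued against, since 7 of the 8 other classes had medians of at most 0.064, below rods under every setting tried (0.35 to 0.63). Against Müller glia it cannot be told apart: these had 0.50, between rods as summed at 0.60 and rods thinned to one depth at 0.45 or without the cluster of deep KO P25 cells at 0.39. At P30 it cannot be told apart, since Müller glia reached 0.39, above rods. A difference in depth is argued against at P19 by rods thinned to one depth, with a median of 0.61. For splicing factors, a loss of nuclear RNA remains open. The median of nuclear-retained RNAs in rods was 0.27 at P19, but their summed share fell by a log2 ratio of -0.82. At P25 their median was -0.62 and their summed share had a log2 ratio of -0.67, against 0.145 and 0.215 at P30. This list holds Xist, which differs between the P25 libraries. Whether such a loss also bears on the rises of ribosomal protein and oxidative phosphorylation genes in rods was not tested. For rod phototransduction genes, free RNA from rods is argued against at P30, where the lowest median among the other classes was -0.21, above the interval of rods. At P19 it cannot be told apart, with medians from -1.13 in retinal ganglion cells to 0.04 in GABAergic amacrine cells and the intervals of 5 of 10 other classes below that of rods. At P25 the intervals of 5 of 8 other classes lay above that of rods, with medians of up to 1.31 in retinal ganglion cells and 1.28 in Müller glia, which goes against a fall shared by all classes. It cannot be told apart for the others, since the lowest, glycinergic amacrine cells, had -0.22 against -0.20 in rods. A biological change in rods stays open at each age, and the libraries at P25 also differ in Xist and Ddx3y.

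The share of splits cannot settle whether the number of genes changed in rods over the ages is chance. The design has only 10 splits of the libraries, and 1 of them, the real one, gave as many genes. The values argue against chance with age in the model: the real split gave 786 genes, and at least 413 with an age left out. The largest other split gave 3, and simulated data gave 10 false calls among 9571 genes. Without age in the model the number was 7. In the retina, chance as the source of the DEGs is argued against, since 1 of 35 splits, the real one, gave as many, and the largest other gave 11. A single KO retina library as the source of the upregulated genes is argued against, since at least 1292 DEGs were upregulated with any of them left out. In KO retina replicate 2, 44 genes lay over 4-fold above all other retina libraries, led by Muc4, Krt5 and Krt15, and 15 of them were upregulated DEGs. Their source was not tested.

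Genes near Adipor1 may carry sequence of the targeted strain. Of its 200 nearest tested neighbours, 33 were DEGs in the retina (16.5%, against 9.98% of other genes; Fisher's exact test, two-sided, p = 0.0042), and 11 of 314 stretches of as many genes held as many DEGs. In the RPE, 14 neighbours were DEGs (7%, against 4.95%; p = 0.19 by the same exact test). The strain background of the mice was not examined.

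The lists not given at a claim stood as follows in the RPE, by limma's camera. Cytoplasmic ribosomal proteins had a median log2 fold change of -0.01 and a mean of -0.10 (adjusted p = 0.20, and 5.9e-04 without WT replicate 3), with 8 downregulated DEGs (Fisher's exact test, one-sided, adjusted p = 0.014); 13 passed by edgeR over all genes and 18 adjusted over the list alone. Cone phototransduction genes had -0.81 (adjusted p = 0.43 from camera, and 4.6e-04 with the replicate block). Protein processing in the endoplasmic reticulum had a median of 0.08 and a mean of -0.04 (0.051 from camera, 0.011 with the replicate block, 0.041 without KO replicate 1, 0.0089 without KO replicate 2 and 9.7e-05 without WT replicate 4). Splicing factors had -0.03 (0.69), nuclear-encoded oxidative phosphorylation 0.01 with a mean of -0.01 (0.96), mitochondrially encoded oxidative phosphorylation -0.02 (0.98, and 0.017 without WT replicate 4), ceramidases -0.07 (0.19, 0.018 under fry and 0.027 without WT replicate 2), other ceramide metabolism -0.11 with a mean of 0.04 (0.65, and 0.046 without WT replicate 2) and nuclear-retained RNA -0.40, where camera pointed upward (0.69).

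In the retina, medians were 0.002 for cytoplasmic ribosomal proteins, where camera pointed downward (adjusted p = 0.81 from camera), -0.04 for cone phototransduction with a mean of 0.05 (0.74, and 0.015 under fry), -0.06 for the proteasome with a mean of 0.06 (0.28), 0.05 for protein processing in the endoplasmic reticulum with a mean of -0.06 (0.91), 0.16 for RPE identity (0.62), 0.08 for ceramidases with a mean of -0.29 (0.66, and 1.8e-06 under fry), 0.05 for other ceramide metabolism with a mean of -0.02 (0.74), -0.03 for nuclear-retained RNA with a mean of 0.02 (0.91), 0.03 for ciliary body, where camera pointed downward (0.51), 0.22 for liver-type plasma proteins (0.39), 0.06 for lipid transport (0.72), -2.30 for crystallins (0.91), -0.03 for mitochondrial and peroxisomal fission (0.38, and 0.015 under fry), 0.07 for mitotic kinesins (0.62) and -0.01 for transport kinesins and dyneins (0.38). By edgeR, 0 of 4 tested lens fibre genes other than crystallins passed an adjusted p of 0.05, 0 had an unadjusted p below 0.05, and DESeq2 and limma-voom found 0.

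Ceramidase genes were compared in WT libraries, with bulk libraries scaled over all genes without the low count filter. Adipor1 had 7.28 ± 0.533 times (SD, n = 4) the CPM of Adipor2, the next ceramidase, in the retina and 1.15 ± 0.226 times in the RPE. Adipor2 had a log2 fold change of -0.16 in KO retina (adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In single cells at P19, Adipor1 had 547.8 CPM in WT rods, 184.5 in endothelial cells, 170.8 in cones and 49.4 in RPE cells (from 44 UMIs), where RPE cells ranked 10 among the classes. Asah1 had more UMIs than Adipor1 in GABAergic amacrine cells at P19 and P30, in retinal ganglion cells at P19 and P25, and in RPE cells at P19, in each case with overlapping counting intervals. In rods, Adipor1 had 13.4 times the CPM of Adipor2 at P19, 9.40 times at P25, and 13.8 times that of Asah1 at P30.

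Genes of other cells also differed in what was summed as rods. Reactive gliosis genes had median log2 ratios of 2.81 at P19, 3.67 at P25 (2.27 without the cluster of deep KO P25 cells) and 1.69 at P30, and crystallins had 1309 UMIs in WT rods and 32 in KO rods at P19. Whether these reads come from rods or from free RNA was not tested.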
